# All trans-retinoic acid (ATRA) induces re-differentiation of early transformed breast epithelial cells

**DOI:** 10.3892/ijo.2014.2354

**Published:** 2014-03-21

**Authors:** MARIA F. ARISI, REBECCA A. STARKER, SANKAR ADDYA, YONG HUANG, SANDRA V. FERNANDEZ

**Keywords:** breast cancer, vitamin A, retinoic acid, transformation, branching

## Abstract

Retinoids have been used as potential chemotherapeutic or chemopreventive agents because of their differentiative, anti-proliferative, pro-apoptotic and antioxidant properties. We investigated the effect of all trans-retinoic acid (ATRA) at different stages of the neoplastic transformation using an *in vitro* model of breast cancer progression. This model was previously developed by treating the MCF-10F human normal breast epithelial cells with high dose of estradiol and consists of four cell lines which show a progressive neoplastic transformation: MCF-10F, normal stage; trMCF, transformed MCF-10F; bsMCF, invasive stage; and caMCF, tumorigenic stage. In 3D cultures, MCF-10F cells form tubules resembling the structures in the normal mammary gland. After treatment with estradiol, these cells formed tubules and spherical masses which are indicative of transformation. Cells that only formed spherical masses in collagen were isolated (trMCF clone 11) and treated with ATRA. After treatment with 10 or 1 *μ*M ATRA, the trMCF clone 11 cells showed tubules in collagen; 10 and 43% of the structures were tubules in cells treated with 10 and 1 *μ*M ATRA, respectively. Gene expression studies showed that 207 genes upregulated in transformed trMCF clone 11 cells were downregulated after 1 *μ*M ATRA treatment to levels comparable to those found in the normal breast epithelial cells MCF-10F. Furthermore, 236 genes that were downregulated in trMCF clone 11 were upregulated after 1 *μ*M ATRA treatment to similar levels shown in normal epithelial cells. These 443 genes defined a signature of the ATRA re-programming effect. Our results showed that 1 *μ*M ATRA was able to re-differentiate transformed cells at early stages of the neoplastic process and antagonistically regulate breast cancer associated genes. The invasive and tumorigenic cells did not show any changes in morphology after ATRA treatment. These results suggest that ATRA could be used as a chemopreventive agent to inhibit the progression of premalignant lesions of the breast.

## Introduction

Vitamin A is obtained through the diet in the form of retinol, retinyl ester or β-carotene (1). Retinoic acid (RA) is one of the principal active metabolites of vitamin A which plays a critical role in cell proliferation, differentiation and apoptosis in normal tissues during embryonic development (2). RA induces differentiation in many cell types and is the most widely used differentiating therapeutic agent (3,4). Retinol has 6 biologically active isoforms that among others includes all-trans (ATRA, tretinoin) and 9-cis RA (alitretinoin); ATRA is the predominant physiological form (5). RA mediates the transcriptional regulation of several genes by binding to the nuclear retinoic acid receptors (RARs), namely RARα, RARβ and RARγ (6,7). Like other nuclear receptors, RARs contain a domain that mediates interaction with ATRA, a zinc finger-containing DNA binding domain that binds to RA response elements (RAREs) in target genes, and a dimerization domain that engages members of the retinoid X receptor (RXR) subfamily in RXR/RAR heterodimers (8). Different isomers activate different receptors and thus lead to different biological effects. RARs can be activated by both all-trans (ATRA) and 9-cis-RA, while RXR are exclusively activated by 9-cis RA; however, due to the conversion of ATRA to 9-cis RA, high concentrations (10^−5^ M) of ATRA can also activate gene transcription in cells transfected with RXRs (9). It has also been shown that retinoids exert their effects via the nuclear receptor independent pathway (5).

RA and its derivatives are promising anti-neoplastic agents endowed with both therapeutic and chemopreventive potential because they are able to regulate cell growth, differentiation and apoptosis (10,11). It is believed that the anti-neoplastic pathways induced by RA are regulated predominantly by RAR-β, which is known to induce apoptosis; thus it has been suggested that RAR-β plays a critical role in mediating the growth arrest and differentiation in several breast cancer cell types (12–14).

We have developed an *in vitro*-*in vivo* model of breast cancer progression by treating the human normal-like breast epithelial cells MCF-10F with a high dose of estradiol (70 nM) (Fig. 1) (15,16). This model consists of four cell lines: i) the spontaneously immortalized cell line MCF-10F, which is considered to be a normal-like breast epithelial cell line; ii) the transformed trMCF cells; iii) the invasive bsMCF cells; and iv) cells isolated from xenografts, caMCFs, which show all characteristics of fully malignant breast cancer cells (Fig. 1). Gene expression studies showed the highest number of deregulated genes in caMCF, being slightly lower in bsMCF, and lowest in trMCF and, this order was consistent with the extent of chromosome aberrations (caMCF>bsMCF>>trMCF) (16). This model of breast cancer progression resembles the different steps of neoplastic transformation of the mammary gland; it is widely held that breast cancer initiates as the premalignant stage of atypical ductal hyperplasia (ADH), progresses into the pre-invasive stage of ductal carcinoma *in situ* (DCIS), and culminates in the potentially lethal stage of invasive ductal carcinoma (IDC) (17). In collagen, the normal-like MCF-10F cells form tubules resembling the structures observed in the normal mammary gland although after treatment with estradiol, the transformed trMCF cells form tubules and spherical masses, which are indicative of cell transformation (8,19). The spherical masses showed a partial filling of the lumen that would result from decreased central apoptosis, enhanced cellular proliferation or both (18). The filling of the lumen of the tubular structures of the breast is the earliest morphologic alteration and is common in atypical ductal hyperplasia and ductal carcinoma *in situ* (DCIS) (18). In the presented study, we studied the effect of all trans-RA (ATRA) using this model of breast cancer progression. Our results showed that ATRA was able to re-program early transformed cells to a normal stage.

## Materials and methods

### Cells and media

The human normal-like breast epithelial cells MCF-10F are estrogen receptor (ER) negative, progesterone receptor (PR) negative and HER2 negative. Cells were cultured in Dulbecco’s modified Eagle’s medium [DMEM/F-12, Gibco, Carlsbad, CA; formula 90–5212 EF: containing DMEM/F12 (1:1) with L-glutamine and phenol red, D-glucose 315 mg/l, sodium pyruvate 55 mg/l] with 5% horse serum, 2.43 g/l sodium bicarbonate, 20 mg/l epidermal growth factor (EGF), 100 mg/l *Vibrio cholerae* toxin, 10 mg/l insulin, 0.5 mg/l hydrocortisone, 1.05 mM calcium, antibiotics and antimicotic (100 U/ml penicillin, 100 mg/ml streptomycin, 0.25 mg/ml amphotericin). A 10-mM solution of all trans-retinoic acid (ATRA, Cat# R2625, Sigma, St. Louis, MO) was prepared as a stock solution by dissolving ATRA in dimethylsulphoxide (DMSO).

The trMCF clone 11 was isolated by seeding 100–1,000 trMCF cells in a 100-mm cell culture plate and after 1 day in culture, several colonies were isolated by ring cloning. The trMCF clone 11 cells were generated by expanding the cells from one of these colonies; trMCF clone 11 cells only formed spherical masses on collagen. To study the effect of ATRA, trMCF clone 11 cells were treated continuously for 26 days with 10^−5^ M (10 *μ*M) to 10^−8^ M (0.01 *μ*M) ATRA (media was replaced daily). As control, the cells were treated with 0.1% DMSO (vehicle). The bsMCF and caMCF cells were treated with 10^−5^ to 10^−8^ M ATRA alone or in combination with 2.5 *μ*M 5-aza-dC.

### Collagen assays

The cells were resuspended at a final density of 1.5×10^4^ cells/ml in collagen matrix consisting of 2.68 mg/ml (89.3%) type I collagen (PureCol, Inamed Biomaterials Co., Fremont, CA), 8% 12.5X DMEM-F12 with antibiotics, 0.1 mg/ml insulin, 14 mM NaHCO_3_ and 0.01 N NaOH. A total of 400 *μ*l (3,000 cells) were plated on the top four 24-well chambers pre-coated with 400 *μ*l of 89.3% collagen mix. Per each treatment, cells were plated in 4 wells and fed daily with the medium described before. The structures in collagen matrix were observed daily under an inverted microscope and at the end of the observation period (8 days), the structures (spherical masses, tubules and intermediate structures) were counted, photographed and fixed in 10% neutral buffered formalin and processed for histological examination. Results were expressed as the total number of structures per well (spherical masses, tubules and intermediate structures) and percentage of the different structures per treatment. The t-test was used to determine if the differences were significant.

### Invasion assays

Cell invasion in real-time were performed using xCELLigence RTCA DP device from Roche Diagnostics (Mannheim, Germany). For this purpose, each well of the upper chamber of the CIM-Plate 16 was covered with Matrigel (BD Biosciences, Franklin Lakes, NJ) basement membrane matrix (1:20 in cell culture media) and 10% fetal bovine serum (chemo-attractant) was added in the lower chamber. A total of 40,000 cells suspended in 100 *μ*l serum free media were seeded per well in CIM-Plates 16 (Roche Diagnostics). Data acquisition and analysis was performed with the RTCA software (version 1.2, Roche Diagnostics). Changes in impedance from cells that invade and migrate to the underside of wells were recorded and monitored for a total of 24 h.

### Gene expression profiling

RNA was isolated from the cells using RiboPure™ kit (Life Technologies, Frederick, MD) and RNA quality was controlled using the Agilent 2100 Bioanalyzer. Gene expression studies were performed using Affymetrix U133 Plus 2.0 (Affymetrix, Santa Clara, CA) human oligonucleotide microarrays containing over 47,000 transcripts and variants, including 38,500 well characterized human genes. After hybridization, the chips were scanned using GeneChip Scanner 3000. The data were analyzed with Microarray Suite version 5.0 (MAS 5.0) using Affymetrix default analysis settings and global scaling as normalization method. The trimmed mean target intensity of each array was arbitrarily set to 100. Background correction and normalization was done using Iterative Plier 16 with GeneSpring V11.5 software (Agilent, Palo Alto, CA). The criteria for differentially expressed genes was set at ≥2-fold changes (p-value <0.05). The differentially expressed gene list was loaded into Ingenuity Pathway Analysis (IPA) 8.0 software (Ingenuity Systems, Redwood City, CA) to perform biological network and functional analyses.

## Results

### Treatment with ATRA induced branching morphogenesis in early transformed breast epithelial cells

MCF-10F cells are normal-like breast epithelial cells that form tubules in collagen matrix (3D culture); when these cells were treated with high dose of estradiol (70 nM), the cells (trMCF) formed tubules and spherical masses. To isolate transformed cells that only form spherical masses, trMCF cells were seeded at low density in cell culture dishes and several clones were isolated by ring cloning. One of these clones, trMCF clone 11, did not form tubules in collagen; instead these cells formed spherical masses and intermediate structures (Fig. 2A and B). The trMCF clone 11 cells were treated continuously for 26 days with 10^−5^ to 10^−8^ M all trans-retinoic acid (ATRA) and, we found that cells treated with 10^−5^ and 10^−6^ M ATRA were able to form tubules in collagen (Fig. 2C and D). Furthermore, the spherical masses formed by trMCF clone 11 treated with 10^−5^ and 10^−6^ M ATRA (Fig. 2C and D) were smaller compared to the ones formed by the controls (Fig. 2A and B) or cells treated with 10^−7^ and 10^−8^ M ATRA (Fig. 2E and F). The trMCF clone 11 cells treated with 10^−7^ and 10^−8^ M ATRA (Fig. 2E and F) did not show any difference in morphology when compared to the controls (Fig. 2A and B). The number of spherical masses, intermediate structures and tubules for trMCF clone 11 cells treated with different concentrations of ATRA was counted (Fig. 3). The total number of structures in collagen was significantly lower in cells treated with ATRA compared with the controls suggesting that ATRA treatment decrease the proliferation rate of the cells (p<0.01) (Fig. 3A). The control trMCF clone 11 showed spherical masses and intermediate structures but no tubules in collagen while cells treated with 10^−6^ and 10^−5^ M ATRA formed tubules and less spherical masses (Fig. 3A). The cells treated with 10^−5^ or 10^−6^ M ATRA formed significantly less spherical masses than the cells treated with 10^−7^ or 10^−8^ M ATRA (p<0.01) (Fig. 3A). A total of 43% of the structures were tubules in the wells containing cells treated with 10^−6^ M ATRA and 10% tubules in wells with 10^−5^ M ATRA-treated cells (Fig. 3B).

The invasion capacity of trMCF clone 11 was studied before and after ATRA treatment but, no differences were observed (Fig. 4). The bsMCF and caMCF cells did not show any changes in their morphology or invasion capacity after treatment with ATRA alone or in combination with the demethylating agent 5-aza-cytidine (data not shown).

### Treatment with ATRA re-programmed gene expression of early transformed cells

As trMCF clone 11 cells that only formed spherical masses on collagen were able to form tubules after treatment with 10^−5^ or 10^−6^ M ATRA, gene expression studies were performed on these cells. 

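RNA was profiled on 8 Affymetrix U133 Plus 2.0 arrays, 2 for each of 4 groups. The groups were the immortalized normal-like line MCF-10F, trMCF clone 11 (a clone from MCF-10F cells treated with 70 nM estradiol), and trMCF clone 11 after 26 days in 1 μM or 10 μM ATRA. The deposited values are linear signal intensities that the authors had scaled, with a median of 47.4 to 48.9 and a trimmed mean of 221 to 233 per array. The Methods name both MAS 5.0 with global scaling and Iterative Plier 16, and which of them made the deposited values is not given in the sources used here. Values were taken as log2 intensities with no further scaling, so every change below is a log2 difference between group means. Of 54613 probe sets tested, 41091 name a single gene, and a gene's value is that of its probe set with the highest mean signal. The comparisons used limma's moderated test, on the 6 arrays of MCF-10F, trMCF clone 11 and 1 μM ATRA trMCF clone 11 for the lists of the paper and on all 8 arrays for the 10 μM dose. The sources used here do not say whether the 2 arrays of a group came from separate cultures, nor whether the trMCF clone 11 arrays hold cells given DMSO. The labels tag trMCF clone 11 replicate 1 as normal, against its own title, and it was grouped by the title. With 2 arrays in each group, the number of arrays limits the precision of every value. For 10 of the genes named here a group had a mean signal under 16 at the brightest probe set, near background, so the size of their changes is uncertain (BLNK, CLCA2, EDIL3, FRMD3, GPNMB, NRAD1, POSTN, STS, TLR3 and TPRG1). Other probe sets given below are not part of this count, and some of them are as dim. The 2 trMCF clone 11 arrays lay farther apart than those of any other group, with 7.71% of probe sets more than 2-fold apart against 3.48% in MCF-10F, 0.126% at 1 μM and 0.211% at 10 μM.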

The microarray data have been deposited into the NCBI gene expression omnibus (GEO) datasets (GSE51549). The unsupervised sample classification by PCoA (principle coordinate analysis) revealed that trMCF clone 11 cells treated with 10^−5^ or 10^−6^ M ATRA demonstrated a major difference with trMCF clone 11 cells, and a minor difference with MCF-10F; also sample differences between 10^−5^ M ATRA and 10^−6^ M ATRA were weak (Fig. 5). 

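Cells treated with ATRA stood nearer to MCF-10F than to the untreated clone. The distance between arrays was taken as the root mean square log2 difference over all probe sets. Arrays of 1 μM ATRA trMCF clone 11 lay 0.509 ± 0.0124 (SD over 4 pairs of arrays) from MCF-10F and 0.639 ± 0.101 (SD over 4 pairs) from trMCF clone 11. At 10 μM these distances were 0.533 and 0.643. The 2 doses lay 0.242 apart, and the 2 arrays of a dose lay 0.215 (1 μM) and 0.245 (10 μM) from each other. MCF-10F and trMCF clone 11 were the farthest apart, at 0.705. Mean distance between groups exceeded that within groups by 0.178 (exact permutation test, one-sided, p = 0.019, over all ways to split 8 arrays into 4 pairs). Pairs of ATRA arrays by replicate number, 0.232 (replicate 1) and 0.215 (replicate 2) apart, were tighter than the pairs by dose. The test therefore does not tell the 2 doses apart. The distance of the 1 μM arrays to trMCF clone 11 was 1.26 times that to MCF-10F, and 1.08 times without trMCF clone 11 replicate 1.

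**Figure D1:**
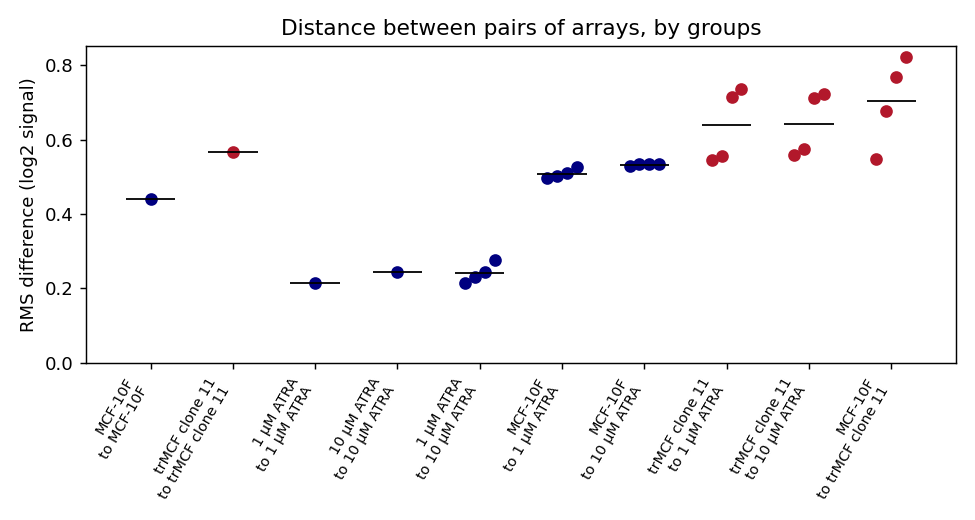
Distance between each pair of arrays (points, root mean square log2 difference) by the groups of the pair, with the mean as a line. Pairs that hold a trMCF clone 11 array are in red, and the 4 pairs of 1 μM with 10 μM ATRA arrays average 0.242.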

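No gene differed between 10 μM and 1 μM ATRA at an adjusted p under 0.05 in limma, where 922 probe sets had an unadjusted p under 0.05 and 2731 would by chance alone. That fit pools the spread of all 4 groups. The 2 arrays of MCF-10F lay 0.440 apart and those of trMCF clone 11 0.568, against 0.215 and 0.245 at the doses. The pooled spread is thus too wide for the doses, and a lack of calls does not show equal levels. A fit of the 4 dose arrays alone was not run. At the fold and unadjusted p of the paper, 5 probe sets were higher and 27 lower at 10 μM. Single known retinoid targets rose at both doses. CYP26B1, an enzyme that breaks down retinoic acid, rose by 2.86 at 1 μM (standard error 0.20, adjusted p = 0.016) and by 2.74 at 10 μM (adjusted p = 0.0026). NR2F1, a nuclear receptor induced by retinoids, rose by 2.48 (adjusted p = 0.039, or 0.0568 without trMCF clone 11 replicate 1) and by 2.91 (adjusted p = 0.0062). CYP26A1 had a change of 0.72 at 1 μM (adjusted p = 0.13) and rose by 1.28 at 10 μM (adjusted p = 0.014), and the difference between doses was 0.56 (standard error 0.19, adjusted p = 1). Of 37 retinoid target genes listed before the data were examined, 3 rose and none fell at 1 μM (14 higher and 1 lower adjusted over the list alone), and 10 rose and none fell at 10 μM (16 higher and 2 lower adjusted over the list alone). Their median change was 0.49 at 1 μM (camera adjusted p = 8.95e-06, adjusted p = 0.546 with an estimated correlation) and 0.57 at 10 μM (camera adjusted p = 1.34e-05, adjusted p = 0.355 with an estimated correlation). Without trMCF clone 11 replicate 1, which leaves 1 array in that group, their median change was 0.91 at 1 μM and 0.81 at 10 μM. KRT14, a basal keratin, had a difference of -2.05 between the doses (standard error 0.79, adjusted p = 1) and fell by 6.66 on the log2 scale at 10 μM against the untreated clone (adjusted p = 0.0084). Against trMCF clone 11, 3892 probe sets passed the fold and unadjusted p of the paper at 10 μM, 2166 of them higher and 1726 lower, and 2323 did at an adjusted p. Without trMCF clone 11 replicate 1 the split was 1528 higher and 2044 lower, and without replicate 2 it was 4118 and 2301, so the larger direction depends on that group's arrays.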

Although, trMCF clone 11 cells treated with 10^−5^ M ATRA and 10^−6^ M ATRA showed minor differences at the expression level, we considered trMCF clone 11 treated with 10^−6^ M ATRA for the expression analysis since the number of tubules in collagen matrix was higher for this concentration (43% tubules with 10^−6^ M ATRA vs. 10% tubules with 10^−5^ M ATRA). For gene expression studies, three experimental groups were compared using empirical Bayesian-moderated t-test implemented in R package ‘limma’: the normal breast epithelial cells MCF-10F, the cells transformed by treatment with estradiol trMCF clone 11 (that only formed spherical masses on collagen) and the trMCF clone 11 after treatment with 10^−6^ M ATRA. We generated three gene lists at criteria of fold change ≥2 and p≤0.05: gene list-1 (trMCF clone11 vs. MCF-10F) with 1,409 probes (613 probes upregulated; 796 probes downregulated), gene list-2 (ATRA trMCF clone 11 vs. trMCF clone 11) with 1,859 probe sets (1,053 probes upregulated; 806 probes downregulated) and gene list-3 (ATRA trMCF clone 11 vs. MCF-10F) with 870 probe sets (308 probes upregulated; 562 probes downregulated) (Fig. 6). 

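Compared with MCF-10F, single genes of the extracellular matrix and of the interferon response fell in trMCF clone 11 and single genes of growth arrest rose. POSTN, which encodes a matrix protein, fell by 8.32 on the log2 scale (standard error 0.26, adjusted p = 0.000918), and FN1, fibronectin, fell by 7.98 (standard error 0.15, adjusted p = 0.000107). EDIL3 fell by 6.33 (adjusted p = 0.00314) and TRIM22, an interferon-induced gene, fell by 5.92 (adjusted p = 0.00534). The largest rise was in CLCA2, by 4.93 (standard error 0.57, adjusted p = 0.0206), and MIR205HG, the host transcript of a microRNA, rose by 4.35 (adjusted p = 0.00208). Of 44 genes of TGF-β response and matrix, 9 fell and 1 rose (17 lower and 4 higher adjusted over the list alone; camera adjusted p = 6.94e-07, adjusted p = 0.541 with an estimated correlation). Of 47 interferon response genes, 12 fell and none rose (19 lower and 4 higher adjusted over the list alone; camera adjusted p = 2.63e-07, adjusted p = 0.541 with an estimated correlation), with IFI44 at -2.57 and IFIT3 at -2.28. Of 41 genes of growth arrest, 8 rose and none fell, or 4 without trMCF clone 11 replicate 1 (22 higher and 1 lower adjusted over the list alone; camera adjusted p = 2.15e-08, adjusted p = 0.541 with an estimated correlation), among them TXNIP at 2.08, TSC22D3 at 2.15 and PDCD4 at 1.72. Of 37 S-phase genes, 3 fell and 1 rose, or 2 and 1 without that array (19 lower and 1 higher adjusted over the list alone; camera adjusted p = 9.9e-10, adjusted p = 0.571 with an estimated correlation), with a median change of -0.94, and 4 of 14 fibroblast markers fell. TXNIP, TSC22D3, PDCD4, IFI44 and IFIT3 are among the 8 and 9 members of these lists that stand in Table I.
At a fold of 2 and an unadjusted p of 0.05 in limma, list-1 held 4229 probe sets (1606 higher, 2623 lower), list-2 held 3699 (2318 higher, 1381 lower) and list-3 held 1521 (500 higher, 1021 lower). At an adjusted p the counts were 1681 (709 higher, 972 lower), 811 (453 higher, 358 lower) and 216 (47 higher, 169 lower). After 1 μM ATRA the largest rise was in NRAD1, a long noncoding RNA, by 5.41 (standard error 0.25, adjusted p = 0.0123), and the largest fall in CLCA2, which fell by 8.43 (adjusted p = 0.016). That fall was larger than the rise of CLCA2 in trMCF clone 11, so its mean then lay below that of MCF-10F. Of the 13 values of single genes given here that passed the test, 12 kept an adjusted p under 0.05 without trMCF clone 11 replicate 1. Without that array list-1 held 3563 probe sets at the unadjusted p (1692 higher, 1871 lower) and list-2 held 3295 (1642 higher, 1653 lower). Without replicate 2 of trMCF clone 11 they held 7062 (2483 higher, 4579 lower) and 6325 (4328 higher, 1997 lower).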

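STS, steroid sulfatase, fell by 5.64 on the log2 scale in trMCF clone 11 (standard error 0.43, adjusted p = 0.00788) and rose by 4.70 with 1 μM ATRA (adjusted p = 0.019). TIGAR, a regulator of glycolysis, fell by 5.47 (adjusted p = 0.0101) and rose by 3.99 (adjusted p = 0.0281). PAPPA, a protease of insulin-like growth factor binding proteins, fell by 4.97 (adjusted p = 0.00325) and rose by 3.79 (adjusted p = 0.0156), and the channel ANO1 fell by 3.78 (adjusted p = 0.0141) and rose by 4.20 (adjusted p = 0.018). In the other direction, GPNMB, a membrane glycoprotein, rose by 4.19 (standard error 0.42, adjusted p = 0.0146) and fell by 4.42 (adjusted p = 0.0201), and TPRG1 rose by 3.72 (adjusted p = 0.0162) and fell by 4.81 (adjusted p = 0.017).
At a fold of 2 and an unadjusted p of 0.05 in limma, 761 probe sets of 460 genes were higher in trMCF clone 11 and lower after 1 μM ATRA, and 1298 probe sets of 850 genes were lower and then higher. At an adjusted p these were 208 probe sets of 151 genes and 236 probe sets of 163 genes. Only 4 probe sets were higher in both comparisons and 23 lower in both. Both lists share the trMCF clone 11 arrays. The trMCF clone 11 arrays are also the ones farthest apart, which adds to chance overlap. In simulated data sets with those arrays shared, no change in any group and each group at its own spread (2 models of the noise, 100 data sets each), the opposite overlaps reached at most 229 and 232 probe sets. Without trMCF clone 11 replicate 1 the 2 overlaps were 894 and 801 probe sets, and without replicate 2 they were 1410 and 3149.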

Most importantly, 207 genes (271 probes) upregulated in the transformed trMCF clone 11 (compared to the normal MCF-10F) were downregulated after treatment with 10^−6^ M ATRA (Fig. 6 and Table IA) and 236 genes (316 probes) that were downregulated in trMCF clone 11 (compared to MCF-10F) were upregulated by 10^−6^ M ATRA treatment (Fig. 6 and Table IB). These 443 genes defined a gene signature programming the reverse-transformation effect by ATRA (Table I). 

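By their medians, genes of Table I moved most of the way back to MCF-10F. For Table IA, 182 genes have a probe set of their own here, and their median change was 1.39 in trMCF clone 11 and -1.26 with 1 μM ATRA, which left a median difference of 0.047 from MCF-10F. For the 218 genes of Table IB with a probe set of their own, the medians were -1.55, 1.43 and -0.14. Of 399 genes, 359 (90.0%) lay within 2-fold of MCF-10F after 1 μM ATRA, and for 247 the whole 95% interval of the difference did. At the probe sets used, 95 of the 399 had lain within 2-fold in trMCF clone 11 already, and of the other 304 genes 267 lay within 2-fold after ATRA. EFNB2, an ephrin, fell by 2.19 on the log2 scale in trMCF clone 11 (adjusted p = 0.0146) and rose by 1.93 (adjusted p = 0.0281), and BFSP1, a filament protein, rose by 3.13 (adjusted p = 0.00852) and fell by 2.79 (adjusted p = 0.018). Table I was chosen on these 6 arrays, so its direction is not independent evidence. The 10 μM arrays were not part of that choice, though the MCF-10F arrays were. There, 266 of the 304 genes lay within 2-fold of MCF-10F. At 1 μM, 174 genes passed an adjusted p in both comparisons, and 51 of Table IA and 54 of Table IB did without trMCF clone 11 replicate 1. The paper states that these genes define a gene signature that programs reverse transformation by ATRA.

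**Figure D2:**
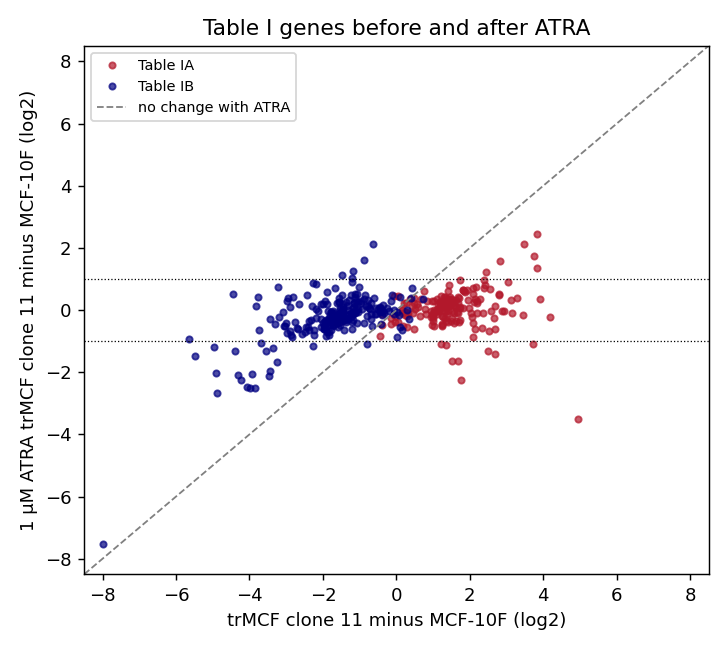
Each point is a Table I gene, with its log2 difference from MCF-10F in trMCF clone 11 (x axis) and after 1 μM ATRA (y axis). Dotted lines mark 2-fold, and 359 of 399 genes lie between them.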

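POSTN, FN1, EDIL3 and TRIM22, which had fallen in trMCF clone 11, stood below MCF-10F after 1 μM ATRA too. POSTN was still lower than in MCF-10F by a log2 difference of -8.30 (standard error 0.26, adjusted p = 0.000934), FN1 by -7.54 (adjusted p = 0.000151), EDIL3 by -6.36 (adjusted p = 0.00449) and TRIM22 by -5.57 (adjusted p = 0.00858). The intermediate filament gene VIM was lower by -5.13 (standard error 0.60, adjusted p = 0.0444). Of 44 genes of TGF-β response and matrix, 6 were lower than in MCF-10F and 1 was higher (21 lower and 2 higher adjusted over the list alone; camera adjusted p = 8.26e-17, adjusted p = 0.237 with an estimated correlation). Of 19 mesenchymal genes, 3 were lower and none was higher (7 lower adjusted over the list alone; camera adjusted p = 8.36e-10, adjusted p = 0.34 with an estimated correlation). Of 14 fibroblast markers, 3 were lower and none was higher (5 lower adjusted over the list alone; camera adjusted p = 3.6e-06, adjusted p = 0.237 with an estimated correlation). A few genes stood above MCF-10F, with NRAD1 at 5.02 (adjusted p = 0.00478), the estrogen receptor gene ESR1 at 3.05 (adjusted p = 0.0242) and DMBT1 at 3.28 (adjusted p = 0.0132). Of 523 genes that fell in trMCF clone 11 at an adjusted p, 75 were still lower than in MCF-10F after ATRA and 448 passed no test against MCF-10F. Of 372 that rose, 14 were still higher. These were 67 of 330 and 10 of 268 without trMCF clone 11 replicate 1. A difference that misses the threshold with 2 arrays in each group does not show that the levels are equal.

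**Figure D3:**
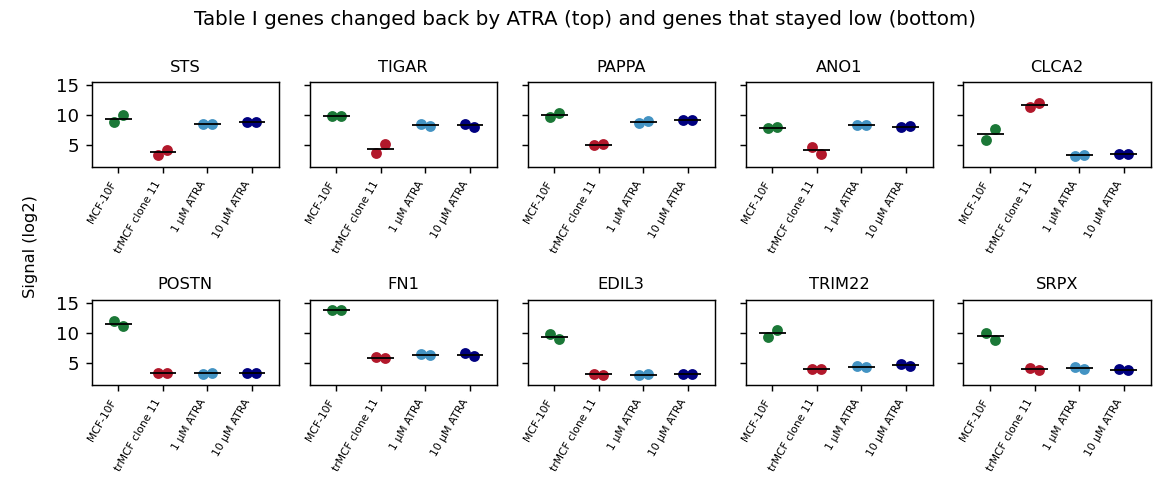
Log2 signal on each array (points) and group mean (line) for 5 genes of Table I in the top row and 5 genes that fell in trMCF clone 11 and stayed low in the bottom row. FN1, in the bottom row though Table IB lists it too, stood -7.54 from MCF-10F after 1 μM ATRA.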

The relatively smaller number of significant probe sets in gene list-3 compared with other gene lists (Fig. 6) further supported the findings that ATRA-treatment reprograms the gene expression status of trMCF clone 11 cells to MCF-10F.

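None of the lists of retinoid receptors and metabolism, aryl hydrocarbon receptor targets and NRF2 targets shifted in a single direction by camera, and single genes of the first 2 changed. The mixed test of fry, which takes changes in either direction, had adjusted p of 0.000787 and 6.3e-05 for the first list. The second had 0.000267 and 0.000276, and the third 0.00637 and 0.034 (trMCF clone 11, then 1 μM ATRA). Adipocyte markers, a list of another cell type, passed this test too (0.0368 and 0.0136). Of 27 genes of retinoid receptors and metabolism listed before the data were examined, 3 fell and none rose in trMCF clone 11 (7 lower and 2 higher adjusted over the list alone), and 3 rose and none fell with 1 μM ATRA (6 higher and 1 lower adjusted over the list alone). RDH10, which makes retinal from retinol, fell by 1.33 on the log2 scale in trMCF clone 11 (adjusted p = 0.0469). DHRS9, a retinol dehydrogenase, fell by 1.94 (standard error 0.35, adjusted p = 0.0473) and rose by 2.23 (adjusted p = 0.0497), and its other 2 probe sets passed in both comparisons too, of which 1 fell by 3.17 (adjusted p = 0.017) and rose by 3.57 (adjusted p = 0.0201). As a group they had camera adjusted p of 0.606 and 0.358. Of 14 aryl hydrocarbon receptor targets, 1 rose and 1 fell in trMCF clone 11 (3 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.503), and with ATRA 1 rose and none fell (2 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.883). CYP1B1, a cytochrome induced through this receptor, rose by 1.49 in trMCF clone 11 (adjusted p = 0.0389) and had a change of -1.13 with ATRA (adjusted p = 0.0862). Another of its probe sets rose by 1.69 (adjusted p = 0.0236) and had a change of -1.23 (adjusted p = 0.0559). Of 24 NRF2 targets, none passed the test in either comparison in limma (2 higher and 3 lower in trMCF clone 11 adjusted over the list alone; camera adjusted p = 0.606 and 0.569). The fit without trMCF clone 11 replicate 1 leaves 1 array in that group. In it, the changes of RDH10, DHRS9 and CYP1B1 that passed at their brightest probe sets lost the call in limma. Some other members of the first 2 lists passed there. The changes at the other probe sets of DHRS9 and CYP1B1 given above kept the call. Table I, chosen on the same arrays, lists DHRS9 and CYP1B1, so their direction is not independent evidence. Ingenuity pathway analysis was not rerun here.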

Ingenuity pathway analysis (IPA) revealed 4 canonical pathways significantly dysregulated in the transformed cells trMCF clone 11: aryl hydrocarbon receptor signaling, retinoic acid activation, xenobiotic metabolism signaling and molecular mechanism of cancer (Table II). Several genes of these pathways that were up- or downregulated in trMCF clone 11 show similar levels of expression to MCF-10F after trMCF clone 11 was treated with 10^−6^ M ATRA (Table II and Fig. 7). 

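Most entries of Table II that the arrays measure had the direction the table gives, and a minority of those for ATRA passed an adjusted p at their brightest probe set. Of 44 entries for trMCF clone 11 against MCF-10F with a probe set of their own, 41 had the direction given, 28 passed a fold of 2 and an unadjusted p of 0.05 in limma, and 23 passed an adjusted p. Of 61 entries for 1 μM ATRA against trMCF clone 11, all 61 had the direction given, 46 passed the fold and unadjusted p, and 14 an adjusted p. An adjusted p was passed by 18 and 9 entries without trMCF clone 11 replicate 1. Counting any probe set of the gene, 41 of the 44 and 57 of the 61 passed the fold and unadjusted p. No entry passed an adjusted p in the opposite direction. PIK3CD, a catalytic subunit of phosphoinositide 3-kinase, rose by 1.35 (standard error 0.16, adjusted p = 0.0217) and fell by 1.71 (adjusted p = 0.0201). HS3ST1, a heparan sulfate sulfotransferase, fell by 1.92 (adjusted p = 0.0221) and rose by 1.61 (adjusted p = 0.0445), and the kinase MAP2K5 rose by 1.26 (adjusted p = 0.0305) and fell by 1.16 (adjusted p = 0.0483). TGFB2 fell by 3.93 in trMCF clone 11 (adjusted p = 0.0212) and had a change of 1.86 with ATRA (standard error 0.46, adjusted p = 0.11), while 1 of its other 4 probe sets fell by 4.55 (adjusted p = 0.00233), rose by 2.61 (adjusted p = 0.016) and stood -1.94 from MCF-10F (adjusted p = 0.0245). The study chose these genes on the same arrays, so the tally is not independent evidence. Of the 7 changes of single genes here that passed the test, 5 kept an adjusted p under 0.05 without trMCF clone 11 replicate 1.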

Genes from the aryl hydrocarbon receptor signaling ALDH1A3, CCND1, TGFBR2, TGM2 and TFDP1 were downregulated in the transformed cells trMCF clone 11 when compared to their expression in the normal breast epithelial cells MCF-10F and, the expression of these genes was upregulated after these cells were treated with 10^−6^ M ATRA reaching similar levels to the expression in MCF-10F (Table II and Fig. 7). 

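All 5 genes were lower in trMCF clone 11 and higher with ATRA, and the 4 that had been over 2-fold from MCF-10F then lay within 2-fold. ALDH1A3, an enzyme that makes retinoic acid, fell by 1.68 on the log2 scale (standard error 0.26, adjusted p = 0.034) and rose by 2.39 with 1 μM ATRA (adjusted p = 0.0259). TGFBR2, a TGF-β receptor, fell by 1.86 (standard error 0.21, adjusted p = 0.0188) and rose by 1.50 (adjusted p = 0.0414). CCND1, cyclin D1, had a change of -2.18 (standard error 0.46, adjusted p = 0.0643) and rose by 3.03 (adjusted p = 0.0471), and its other probe set fell by 2.59 (adjusted p = 0.0184) and rose by 2.92 (adjusted p = 0.022). TGM2, transglutaminase 2, fell by 2.76 (standard error 0.43, adjusted p = 0.0359) and had a change of 2.37 with ATRA (adjusted p = 0.0623). TFDP1, a partner of E2F factors, had changes of -0.88 (adjusted p = 0.0782) and 1.24 (adjusted p = 0.0522). At 10 μM all 5 rose against the same trMCF clone 11 arrays, TGM2 by 2.41 (adjusted p = 0.0198) and TFDP1 by 1.09 (adjusted p = 0.021). The paper chose these genes on the same arrays, so their direction at 1 μM is not independent evidence. Of the 6 changes in trMCF clone 11 and at 1 μM that passed at the brightest probe sets, 3 kept an adjusted p under 0.05 without trMCF clone 11 replicate 1.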

One of the functions that show enrichment of dysregulated genes in the transformed trMCF clone 11 cells is cell morphology and the expression of most of these genes reached similar levels to MCF-10F after trMCF cells were treated with 10^−6^ M ATRA. 

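Most genes drawn in Fig. 7 had the direction shown, and fewer passed an adjusted p. Of 31 genes shown as raised and measured here, 29 were higher in trMCF clone 11, 17 at an adjusted p in limma, and 30 were lower with 1 μM ATRA, 10 at an adjusted p. Of 18 shown as lowered, all 18 were lower in trMCF clone 11, 12 at an adjusted p, and 17 were higher with ATRA, 10 at an adjusted p. Of the 27 and 22 changes past an adjusted p in the 2 groups of genes, 17 and 15 kept it without trMCF clone 11 replicate 1. Only 18 of the 31 and 13 of the 18 were at least 2-fold from MCF-10F in trMCF clone 11, and 16 and 13 of these lay within 2-fold after ATRA. Counting any probe set of the gene, all 31 and 17 of the 18 passed a fold of 2 and an unadjusted p of 0.05 in trMCF clone 11, and all 31 and all 18 with ATRA. TIMP3, an inhibitor of matrix proteases, rose by 3.46 in trMCF clone 11 (standard error 0.24, adjusted p = 0.00662) and stayed above MCF-10F by 2.13 after ATRA (adjusted p = 0.0409). Genes of Fig. 7 were picked by the study on these arrays and are not independent evidence.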

The expression of some genes related to cell morphology such as PLD1, CD44, STX6, STMN3, ATF2, ETS2, NEK2, HAS3, MGP, GNA13 were upregulated in the transformed trMCF clone 11 and their expression reached normal levels after 10^−6^ M ATRA treatment (Fig. 7); other genes related to cell morphology such as PHLDA1, GBP1, HS6ST2 and TLR3 were downregulated in trMCF clone 11 and their expressions increased after 10^−6^ M ATRA treatment reaching similar levels to those found in the normal MCF-10F breast epithelial cells (Fig. 7). Also, the expression of several genes that encode enzymes involved in chromatin modifications such as MGEA5, ATF-2, KDM5B, PRMT2 (PRM2), PHF21A and NSD1, were dysregulated in trMCF clone 11, reaching normal levels after 10^−6^ M ATRA treatment (Fig. 7).

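Of the 14 genes, 13 had the stated direction in trMCF clone 11 at their brightest probe set and all 14 had the opposite direction with ATRA. At least 2-fold from MCF-10F in trMCF clone 11 were 9 of them, and 8 of these lay within 2-fold after ATRA. HAS3, a hyaluronan synthase, rose by 2.68 (standard error 0.26, adjusted p = 0.0141) and fell by 2.56 on the log2 scale (adjusted p = 0.0239). STMN3, a stathmin that acts on microtubules, rose by 1.82 (standard error 0.14, adjusted p = 0.00867) and fell by 1.18 (adjusted p = 0.0311). GNA13, a G protein subunit, rose by 0.98 (adjusted p = 0.0343) and fell by 1.09 (adjusted p = 0.041). TLR3, a sensor of double-stranded RNA, fell by 2.95 (standard error 0.25, adjusted p = 0.0109) and rose by 3.33 (adjusted p = 0.0162), and HS6ST2, a heparan sulfate sulfotransferase, fell by 1.49 (adjusted p = 0.0239) and rose by 1.29 (adjusted p = 0.0446). MGP, matrix Gla protein, rose by 3.74 (standard error 0.50, adjusted p = 0.0269) and had a change of -2.01 with ATRA (adjusted p = 0.112), which left it 1.73 above MCF-10F (adjusted p = 0.299). NEK2 and GBP1 passed an adjusted p in trMCF clone 11 and PLD1 with ATRA. CD44, STX6, ATF2, ETS2 and PHLDA1 passed in neither comparison at their brightest probe set, with STX6 at 0.19 and then -0.71 (adjusted p = 0.72 and 0.177), though 1 of its other 4 probe sets rose by 1.77 and fell by 1.81 (adjusted p = 0.012 and 0.018). Another probe set of CD44 rose by 1.29 and fell by 1.60 (adjusted p = 0.0305 and 0.0281), and 1 of PHLDA1 fell by 1.43 and rose by 1.52 (adjusted p = 0.0384 and 0.0483). Other probe sets of ETS2 and ATF2 rose in trMCF clone 11, by 1.93 (adjusted p = 0.0251) and 1.41 (adjusted p = 0.0373). Counting any probe set, all 14 passed a fold of 2 and an unadjusted p of 0.05 in each comparison. The study chose these genes on the same arrays. Of the 14 changes that passed at the brightest probe sets of the 14 genes, 9 kept an adjusted p under 0.05 without trMCF clone 11 replicate 1. That fit leaves 1 array in the trMCF clone 11 group. In it the other probe sets of CD44 and ATF2 lost the call, and the brightest ones of ETS2 and PHLDA1 gained it.

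**Figure D4:**
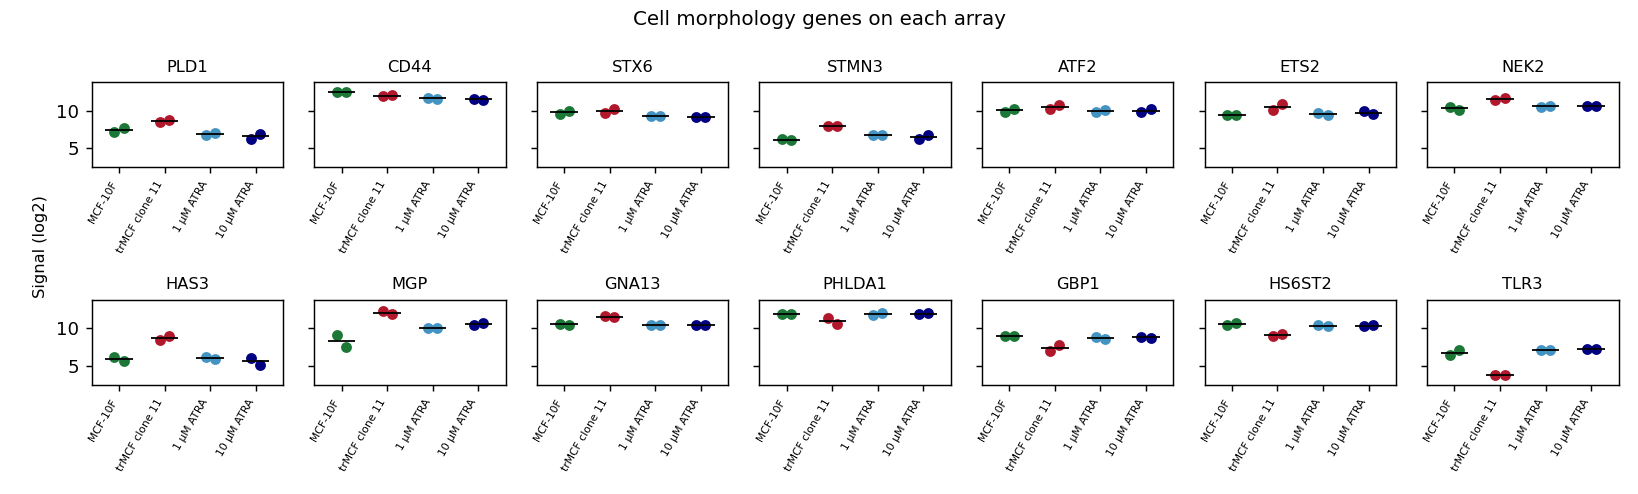
Log2 signal of the 14 cell morphology genes on each array (points) with the group mean (line), at the brightest probe set of each gene. HAS3 rises by 2.68 in trMCF clone 11 and falls back with ATRA.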

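PHF21A, a reader of unmethylated histone H3, was the gene of these 6 that passed the test in both directions at its brightest probe set. It rose by 1.68 in trMCF clone 11 (standard error 0.25, adjusted p = 0.0333) and fell by 1.78 on the log2 scale with 1 μM ATRA (adjusted p = 0.0429), and neither change passed without trMCF clone 11 replicate 1 (1.39 and -1.50, adjusted p = 0.0549 and 0.0601). KDM5B, a histone H3 lysine 4 demethylase, had changes of 0.98 (adjusted p = 0.0973) and -1.24 (adjusted p = 0.076), while 1 of its other 4 probe sets rose by 1.14 (adjusted p = 0.0284) and fell by 1.08 (adjusted p = 0.0445). MGEA5, named OGA here, had changes of 0.52 (adjusted p = 0.287) and -0.47 (adjusted p = 0.347), and ATF2 of 0.45 (adjusted p = 0.381) and -0.55 (adjusted p = 0.301). Of the other 4 probe sets of OGA, 3 rose, by 1.63 to 1.97 (adjusted p = 0.0132 to 0.0227), and 2 of these fell with ATRA, by 1.61 and 1.53 (adjusted p = 0.0201 and 0.0478). The arginine methyltransferase PRMT2 had changes of 0.30 (adjusted p = 0.574) and -0.39 (adjusted p = 0.471), and NSD1, a histone H3 lysine 36 methyltransferase, of -0.11 (adjusted p = 0.809) and 0.59 (adjusted p = 0.167). Another probe set of PRMT2 rose by 1.56 (adjusted p = 0.03) and fell by 1.82 (adjusted p = 0.0309). Of the other 3 probe sets of NSD1, 1 fell by 1.54 on the log2 scale in trMCF clone 11 (adjusted p = 0.0322) and rose by 1.78 with ATRA (adjusted p = 0.0351). At the brightest probe sets PHF21A alone had been at least 2-fold from MCF-10F, and it lay within 2-fold after ATRA. Counting any probe set all 6 passed a fold of 2 and an unadjusted p of 0.05 in each comparison. Of 72 genes of chromatin modification listed before the data were examined, 2 rose and 2 fell in trMCF clone 11 (2 higher and 3 lower adjusted over the list alone), and with ATRA 1 fell and none rose (7 higher and 6 lower adjusted over the list alone; camera adjusted p = 0.605 and 0.566). EZH1, a histone H3 lysine 27 methyltransferase, rose by 1.34 in trMCF clone 11 (adjusted p = 0.0366), and the arginine methyltransferase PRMT6 fell by 4.11 (adjusted p = 0.0454). Of the 4 changes here that passed the test at the brightest probe sets, 2 kept an adjusted p under 0.05 without trMCF clone 11 replicate 1. Of the other probe sets, those of PRMT2 and NSD1 lost it (adjusted p = 0.0538 to 0.0578), that of KDM5B kept its rise but not its fall (0.0473 and 0.0642), and 1 of OGA kept both (0.0311 and 0.0425).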

## Discussion

In this study we showed that all trans-retinoic acid (ATRA) induced branching of early transformed human breast epithelial cells. The transformed trMCF clone 11 cells form spherical masses in collagen (3D culture) and treatment with 10^−6^ M ATRA produced a significant decrease in spherical masses and an increased number of tubules. Cells at an advanced stage of transformation (bsMCF and caMCF) did not show any change in morphology after being treated with ATRA. Our previous results showed that RARβ (retinoic acid receptor β) was unmethylated in MCF-10F and trMCF cells and became hypermethylated at the invasive (bsMCF) and tumorigenic (caMCF) stages (19); although bsMCF and caMCF were treated with 5-aza-dC to reactivate the expression of RARβ in combination with ATRA, no changes in the phenotype of these cells in collagen were observed. Our results indicate that ATRA is able to re-differentiate early transformed cells to a normal stage but, not tumor cells at later stages of the neoplastic process. We previously showed that bsMCF and caMCF had important chromosomal gains and losses and the earlier transformed cells trMCF showed small genomic changes (16); this could explain why ATRA was only effective as a re-differentiation agent in the early transformed breast epithelial cells. Different studies indicate that epigenetic modifications play important roles in RA transcriptional regulation (20–24). Histones have a long N-terminal tail extending outside the nucleosome that is subject to acetylation, phosphorylation, and methylation (25). In the absence of RA, co-repressive elements (SMRT, NCoR and SIN3A) inhibit transcription; the presence of RA releases co-repressors and histone deacetylases allowing chromatin remodeling and access to specific RAREs (20,24). RA treatment leads to acetylation of histones H3 and H4 that lead to a more open stage of the chromatin allowing the transcription of ATRA regulated genes. However, only a limited number of information is currently available on the epigenetic dynamics of RA response.

Recently, analysis of gene expression array datasets of different FDA approved drugs revealed that ATRA (tretinoin) is a drug that is negatively associated with cancer stem cell (CSC) enriched gene expression signature (26). 

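CD44, the hyaluronan receptor, has 13 probe sets on the array, and they did not move alike. Its brightest probe set changed by -0.38 with 1 μM ATRA (standard error 0.14, adjusted p = 0.238) and by -0.44 in trMCF clone 11 against MCF-10F (adjusted p = 0.164). Of the other 12, 10 were higher in trMCF clone 11 and lower with ATRA in sign, and 9 of these at an unadjusted p under 0.05 in both comparisons, with changes of -1.19 to -1.87 after treatment. Of those 9, 7 fell with ATRA at an adjusted p in limma and 2 also rose in trMCF clone 11. Without trMCF clone 11 replicate 1, which leaves 1 array in that group, these rises and some of these falls lost the call. Other CD44 probe sets gained a rise or a fall in that fit. Of 16 genes of stem-like breast cells listed before the data were examined, 1 rose and 1 fell with ATRA (1 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.358). The riser was ALDH1A3, which also makes retinoic acid, and the faller was PROCR, a receptor of protein C, by 1.63 on the log2 scale (adjusted p = 0.0311), which had risen by 1.95 in trMCF clone 11 (adjusted p = 0.0147). Table I, chosen on the same arrays, lists both ALDH1A3 and PROCR, so their changes are not independent evidence.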

We found that ATRA treatment reduced the expression of the stem cell marker CD44 in early transformed cells. ATRA exerts effects on stem cell differentiation in part via the modulation of the epigenome. Numerous enzymes that alter the modifications on histones are involved in transcriptional activation of specific genes in stem cells, and many of these enzymes are modulated by RA treatment of stem cells (27). The expression of several genes encoding enzymes involved in chromatin modifications such as MGEA5, ATF-2, KDM5B, PRMT2, PHF21A and NSD1 were dysregulated in trMCF clone 11, reaching normal levels after ATRA treatment. Others have shown that in breast cancer, retinoids are effective inhibitors of breast cancer cells at early stages of tumor progression, but their effectiveness diminishes as the tumors become more aggressive (28). Our results support these findings.

Our results show that the RA concentration is important to induced re-differentiation of early transformed breast epithelial cells. The treatment of transformed cells with either 10^−7^ or 10^−8^ M ATRA did not induced any change in morphology although, cells were able to form tubules after treatment with 10^−5^ and 10^−6^ M ATRA, more tubules being developed after treatment with 10^−6^ M (1 *μ*M) ATRA.

Little is known about the genomic targets and effects of the different isoforms of the RARs and mechanism or extent of crosstalk between RA signaling and other signaling pathways. It has been recently shown that RAR binding through the genome is highly coincident with estrogen receptor α binding, resulting in widespread crosstalk of RA and estrogen signaling to antagonistically regulate breast-cancer associated genes (29). Our gene expression studies determined 443 genes which defined a signature of ATRA re-programming effect in early transformed breast epithelial cells; these genes were dysregulated in the early transformed cells and they reached normal levels after the cells were treated with 10^−6^ M ATRA. Genes from the aryl hydrocarbon receptor (AhR), retinoic acid receptor (RAR) and the xenobiotic pathways were dysregulated in the early transformed breast epithelial cells and their expression reached normal levels after ATRA treatment. It has been shown that there is an interaction between AhR and RAR activation and that AhR not only binds to polycyclic aromatic hydrocarbon family of environmental contaminants but also to some synthetic retinoids (30,31).

N-(4-hydoxyphenyl) retinamide (fenretinide or 4HPR) is a synthetic retinoid that is currently one of the most promising clinically tested retinoids. The modification of the carboxyl end of all-trans RA with N-4-hydroxyphenyl group resulted in increased efficacy as a chemoprevention agent as well as reduced toxicity when compared with other retinoids (32). Animal models have demonstrated that treatment with fenretinide prevents chemically induced cancers of the breast, prostate, bladder and skin (33–36).

In conclusion, our results showed that 1 *μ*M ATRA was able to re-differentiate transformed cells at early stages of the neoplastic process and antagonistically regulated breast cancer associated genes. Our results support previous findings that 1 *μ*M ATRA could be used as a chemo-preventive agent to inhibit the progression of premalignant lesions of the breast.

## Figures and Tables

**Figure 1.**
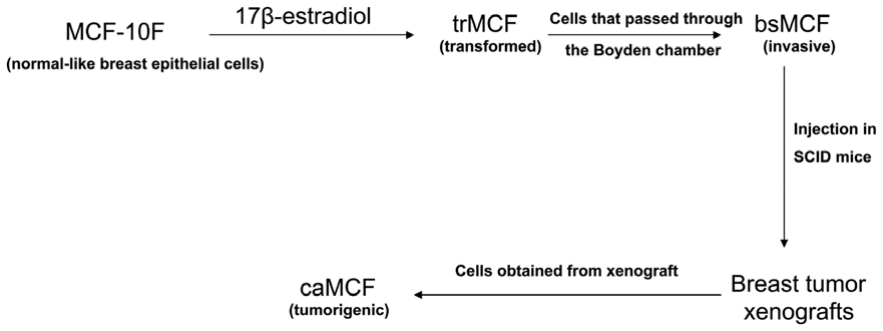
*In vitro*-*in vivo* model of cell transformation. The human normal-like MCF-10F cells were treated with high dose of estradiol and named early transformed breast epithelial cells (trMCF). The trMCF cells were seeded on a Boyden chamber and the cells that invaded, bsMCF, were selected and expanded. The bsMCF cells were injected in the fat mammary pad of SCID mice producing breast tumor xenografts. These xenografts were surgically removed and tumor cells were expanded giving origin to caMCF. The trMCF cells did not produced tumors when injected in SCID mice.

**Figure 2.**
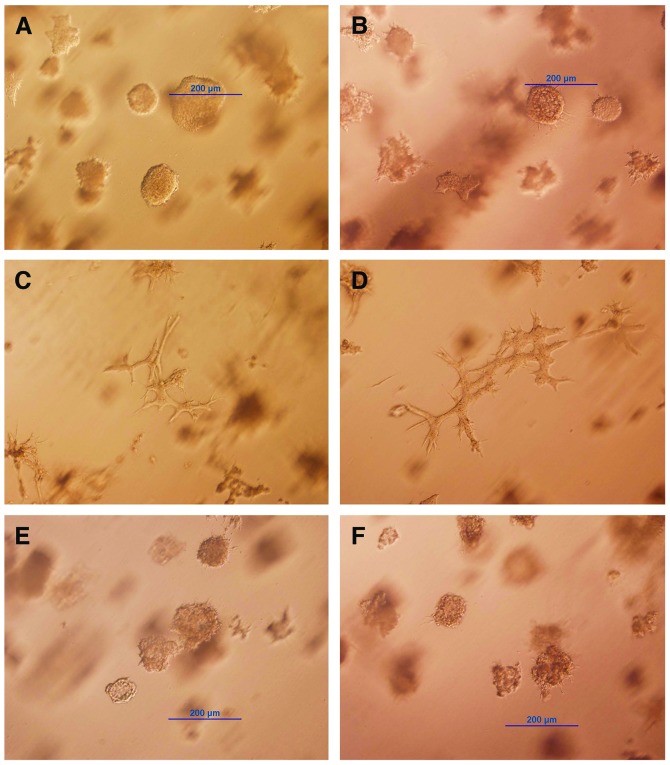
All-trans retinoic acid (ATRA) induces morphological changes in transformed cells trMCF clone 11. The trMCF clone 11 cells were plated in collagen matrix (3-D cultures) after being treated continuously for 26 days with different concentrations of ATRA. The cells were photograph after 8 days in collagen. (A) trMCF clone 11 cells (control); (B) trMCF clone 11 cells treated with 0.1% DMSO (vehicle, control); (C) trMCF clone 11 after being treated with 10^−5^ M (10 *μ*M) ATRA; (D) trMCF clone 11 cells after being treated with 10^−6^ M (1 *μ*M) ATRA; (E) trMCF clone 11 cells after being treated with 10^−7^ M ATRA; (F) trMCF clone 11 cells after being treated with 10^−8^ M ATRA.

**Figure 3.**
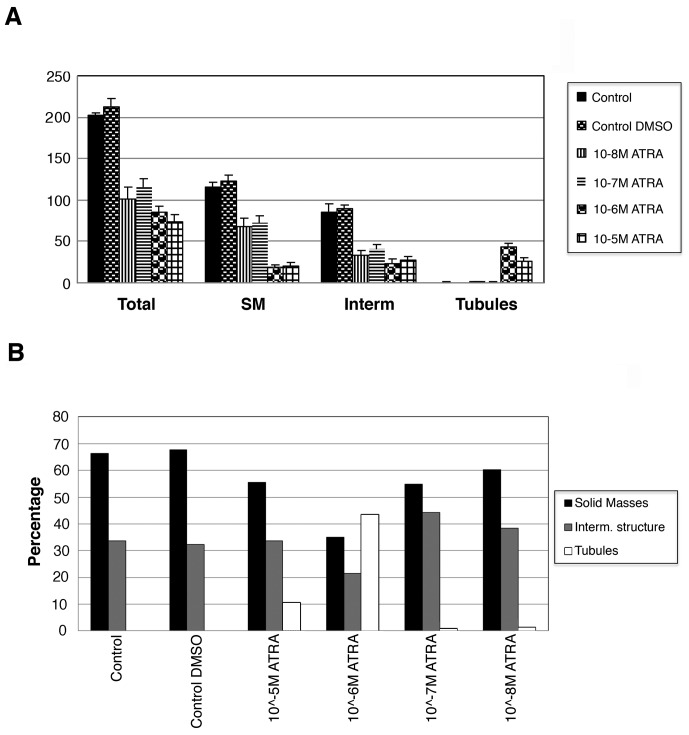
Spherical masses, tubules and intermediate structures formed in collagen by trMCF clone 11 before and after ATRA treatments. The trMCF clone 11 cells form spherical masses in collagen and some intermediate structures. The trMCF clone 11 cells were treated with different concentrations of all-trans retinoic acid (ATRA) for 26 days; after ATRA treatments, the cells were plated in collagen. (A) Total number of different structures in collagen of trMCF clone 11 cells before and after ATRA treatment. Total number of spherical masses (SM), tubules and intermediate structures (spherical masses with prolongations) per well are shown. (B) Different structures on collagen matrix of trMCF clone 11 cells after treatment with different concetrations of ATRA. Percentage of different structures in collagen.

**Figure 4.**
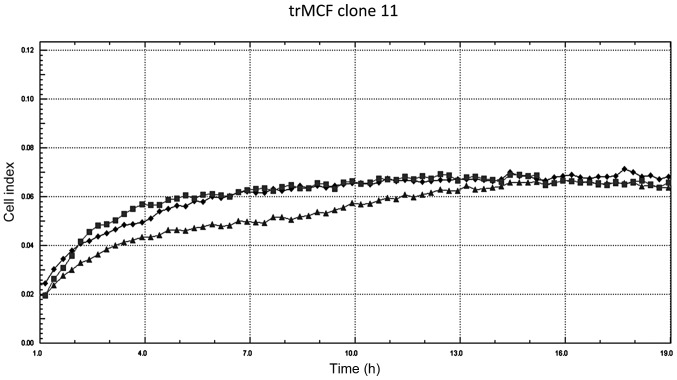
Invasion assay of trMCF clone 11 before and after ATRA treatments. The cell index of Matrigel-coated wells (invasion) at different time points are shown. The invasion capacity of the trMCF clone 11 did not show significant differences after 10^−5^ M ATRA (▲) or 10^−6^ M ATRA (■) compared with control after 16 h.

**Figure 5.**
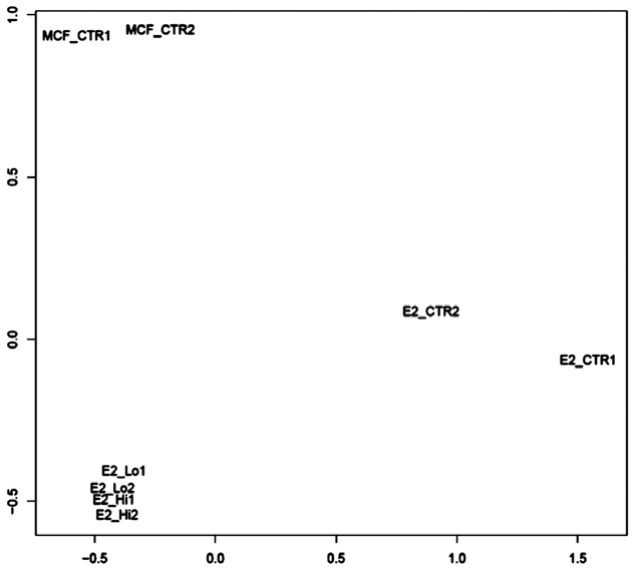
Unsupervised sample classification by principle coordinate analysis (PCoA). Two arrays were performed for each cell line and treatment: MCF-10F (MCF_CTR1 and MCF_CTR2), trMCF clone 11 (E2_CTR1 and E2_CTR2), 10^−5^ M ATRA trMCF clone 11 (E2_Hi1 and E2_Hi2) and 10^−6^ M ATRA trMCF clone 11 (E2_Lo1 and E2_Lo2). The trMCF clone 11 cells treated with 10^−5^ M ATRA (E2_Hi) or 10^−6^ M ATRA (E2_Lo) shown a major difference with trMCF clone 11 cells (E2_CTR) and minor differences with MCF-10F cells (MCF_CTR).

**Figure 6.**
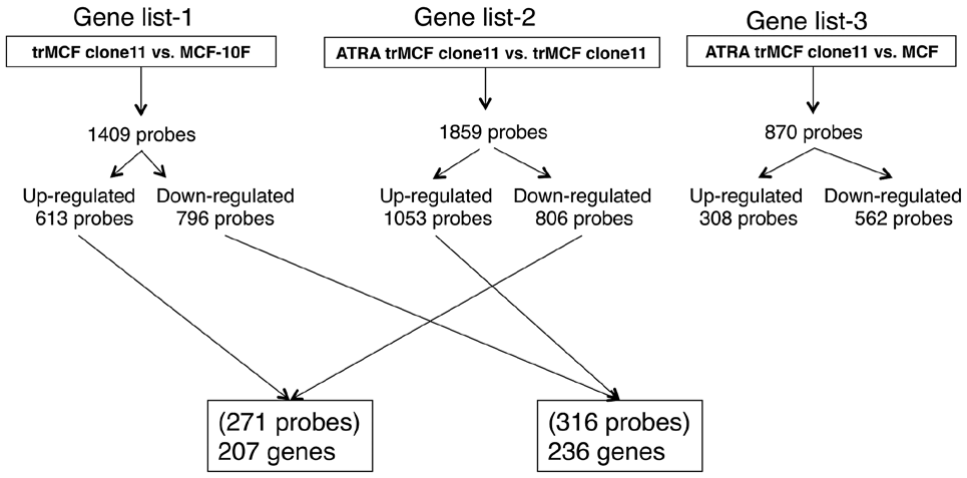
Representation of the gene expression studies showing number of dysregulated genes. Expression studies were performed in the early transformed trMCF clone 11 cells before and after treatment with 10^−6^ M ATRA (ATRA trMCF clone 11) and normal human breast epithelial MCF-10F cells. A total of 207 genes upregulated in the transformed trMCF clone 11 (compared to the normal MCF-10F) were downregulated after treatment with 10^−6^ M ATRA and, 236 genes that were downregulated in trMCF clone 11 (compared to MCF-10F) were upregulated by 10^−6^ M ATRA treatment. These 443 genes defined a gene signature programming the reverse-transformation effect by ATRA.

**Figure 7.**
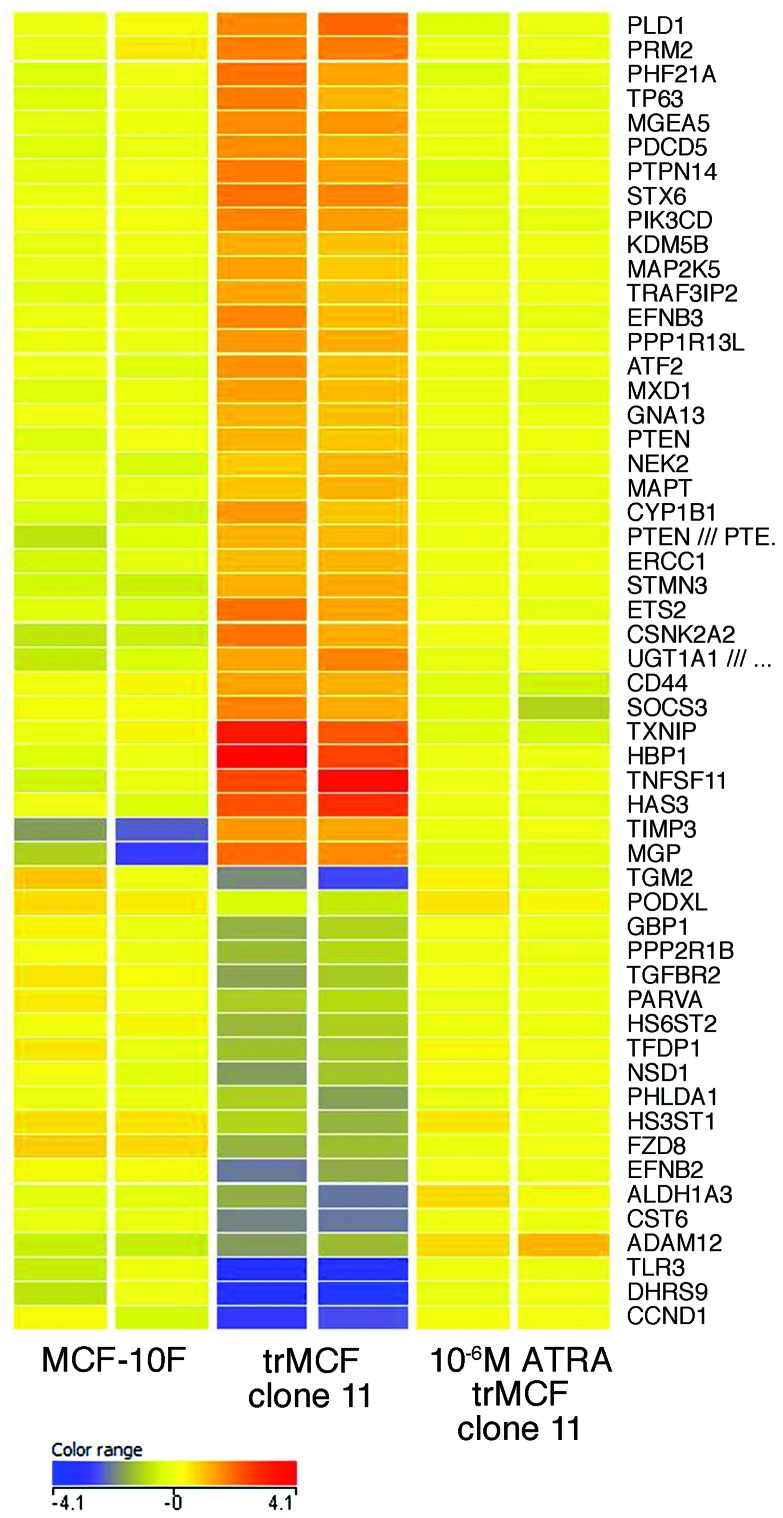
Heat map of selected genes in normal breast epithelial cells and early transformed cells before and after 10^−6^ M ATRA treatment. The expressions of genes involved in cell morphology are shown; also some genes from the aryl hydrocarbon and RAR pathways and genes involved in chromatin modification are shown. The genes that were dysregulated in the early transformed breast epithelial cells (trMCF clone 11) reached normal levels, similar to the normal breast epithelial cells MCF-10F, after treatment with 10^−6^ M ATRA. Red, yellow or blue colors represent expression levels above, at or below the mean level across the samples.

**Table:** A, ATRA-downregulated genes (207 genes).

ACSS3	DNAJB9	KLF11	PL-5283/SLC13A4	TIMP3^a^
ALDH3A2	DSC3	KLHDC8B	PLAG1	TMEM167B
ALDOC	DUSP5P	LCA5	PLD1	TMEM27
ALPK1	EFHC1	LOC100288092	PLD6	TMEM40
ANKRD37	EFNB3	LOC100289187	PLK1S1	TMEM59
AQPEP	EPB41L4B	LOC100505894	POFUT2	TNFRSF25
ARG2	ERCC1^a^	LOC100506057/STK32C	POLR1D	TNFSF11
ARHGAP19	ETS2^a^	LOC100507303	PPIL6	TNKS
ARHGEF10	FABP6	LOC100507547	PPOX	TP63
ATF2	FAM117A	LOC100507644	PPP1R13L	TPD52L1^a^
ATG14	FAM168A	LOC439938	PPP1R3C	TPRG1
ATP2C2	FAM46C	LOC642587	PRKAB2	TRAF3IP2
ATP5C1	FAT2	LOX	PRMT2	TRAPPC6A
BCAS4	FBXO2	LRIG1	PROCR	TSC22D3
BFSP1	FEM1B	LYST	PTEN	TTBK2
BLNK	FLCN	MAP2K5	PTEN/PTENP1	TTC39B
BTBD3	FLJ37644	MAPT	PTPN14	TXNIP
C11orf80	FLJ45244	MGEA5	RAB11FIP4	UFM1
C16orf46	FNBP1L	MGP^a^	RAB38	UGT1A1/1A4/1A6/1A8/1A9/1A10
C17orf39	FNTA	MLF1	RAB40C	USP3
C17orf48	FNTB	MRAP2	RAB4A	USP32
C1orf133	FSIP1	MXD1	RAB7L1	VPS8
C1orf161	FXYD2	MYLIP	RASSF6	WAC
C20orf111	GBAS	N4BP2L1	RMND1	WDR59
C21orf7	GGNBP2	NDE1	RNF169	WDR91
C5orf41	GGTA1	NDUFB4	SCARA3	WWOX^a^
C7orf68	GIT2	NEK2	SCRG1	YOD1
C9orf9	GJA3	NEURL1B	SEMA6A	ZBTB34
CCDC28A	GKAP1	NFKBIL1	SFT2D1	ZFAND5
CD44^a^	GNA13	NGLY1	SHOX2	ZNF836
CELSR2	GNAI1	NMNAT3	SLC25A37	ZNRF1
CLCA2	GOSR2	NPL	SLC2A12	
CMBL	GPM6A	OGFRL1	SLC2A9	
COBL	GPNMB	PALMD	SLC5A3	
CRIP2	H19	PDCD4^a^	SOCS3	
CSNK2A2	HAS3	PDCD5	SORL1	
CYP1B1	HBP1	PDE7A	SPATA17	
CYP39A1	HERPUD1	PDZD2	STAU2	
DBP	HMGCL	PER1	STMN3	
DCD	IFNAR1	PER3	STX6	
DDAH2	IRF6	PHF21A	SUSD4	
DDC^a^	IRX2	PHLDB3	TESK2	
DDIT3	KCMF1	PHTF2	THBS2	
DHX40	KDM5B	PIK3CD	THSD1///THSD1P1	

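Table IA holds 182 genes with a probe set of their own here. Of these, 171 were higher in trMCF clone 11 than in MCF-10F and 174 were lower after 1 μM ATRA than in trMCF clone 11. At an adjusted p in limma, 121 rose in trMCF clone 11, 90 fell with ATRA and 84 did both, or 51 without trMCF clone 11 replicate 1. Against the table's direction IFNAR1, which both parts of Table I list, fell in trMCF clone 11, by 1.61 on the log2 scale (adjusted p = 0.0247). At a fold of 2 and an unadjusted p of 0.05, 124 did both at their brightest probe set, and 181 counting any probe set of the gene. BLNK, an adaptor of B cell receptor signaling, rose by 2.70 (standard error 0.35, adjusted p = 0.0247) and fell by 4.09 on the log2 scale (adjusted p = 0.018), and DSC3, a desmosomal cadherin, rose by 1.75 (adjusted p = 0.0289) and fell by 3.98 (adjusted p = 0.0129). Of 137 genes at least 2-fold from MCF-10F in trMCF clone 11, 122 lay within 2-fold after ATRA, while DSC3 stood -2.23 from it (adjusted p = 0.0341). The rises of BLNK and DSC3 had adjusted p of 0.0534 and 0.0603 without trMCF clone 11 replicate 1. Against MCF-10F, 3 were higher and 2 lower at an adjusted p. These genes were chosen on the same arrays and are not independent evidence.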

Genes upregulated in trMCF clone 11 that were downregulated after 10^−6^ M ATRA-treatment to similar levels found in MCF-10F are indicated.

a Genes with binding sites for RARα or RARβ described by Hua *et al* (29).

**Table:** B, ATRA-upregulated genes (236 genes).

ABHD13	COX7B	HIATL1	OSTM1	SLC43A3	TSPAN2
ACP2	CRELD2	HIGD1A	P2RY2	SMPDL3A	UBE2N^a^
ADAM12	CST6^a^	HOXA11	PAPPA	SNRNP25	UBE2Q1
ALDH1A3	CSTF2	HPGD	PARVA	SNX19	UBP1
ANO1	CYB561D2	HS3ST1	PCSK5	SOAT1	UNK
AOX1	DCBLD2	HS6ST2	PDE12	SPAG1	VARS2
APOL6	DHRS9	IFI44	PHACTR3	SPATA13	VGLL3
ARGLU1	DHX9	IFIT3	PHLDA1	SRPX2	VSIG10
ARHGAP26	DNAJA1	IFIT5	PHLDA2	SRSF10	ZADH2
ARHGAP42	DOLK	IFNAR1	PITPNC1	SRSF2IP	ZBED4
ARHGDIB	DPH3	KHNYN	PKIB	SSPN	ZDHHC2
ARIH2	EFCAB2	KLHL18	PLCXD2	STK39	ZMPSTE24
ASPHD2	EFNB2	KLHL23	PLGLA/PLGLB1/PLGLB2	STS	ZNF252
ATP6V0A2	EHD4	KRT80	PNO1	STYK1	ZNF271
B3GALNT1	EIF2AK1	LOC100131993	PNPLA3	SUPT7L	ZNF326
BRI3BP	EIF5B	LOC100505759	PODXL	SUSD5	ZNF35
BTG1	ELOVL6	LOC100507192	POLR3K	SYNCRIP	
C12orf26	ENC1^a^	LOC283278	PPP2R1B	SYNJ2BP	
C12orf5	ENY2	LOC728903	PRPS1	SYTL2	
C1GALT1C1	ERLIN2	MACC1	PRR15	SYTL5	
C1orf116	EXOG	MARCKS	PSCA	TBC1D30	
C1orf135	FADS1^a^	MAT2A	PSME3	TFDP1	
C1orf212	FAIM	MCFD2	PTGR1	TFRC	
C1orf226	FAM118B	MEIS3P1	PTP4A2	TGFB2	
C6orf223	FAM119A	MFAP3L	PTPRB	TGFBR2^a^	
CALM1^a^	FAM83A	MFI2	PTPRJ	TGM2	
CCDC68	FBXW2	MFSD1	RABIF	THSD4	
CCDC88A	FDX1	MICALL1	RBM25	TIMM23	
CCND1^a^	FN1^a^	MMACHC	RBM45	TIMM8A	
CDA	FNIP2	MRPL35	RGS17	TIMM8B	
CDC42EP2	FRMD3	MST1R	RHOBTB1	TLCD1	
CDH2	FUCA1	MTERFD3	RHOF	TLR3	
CEP78	FXN	MYEOV	RPL27A	TLR4	
CFH/CFHR1	FZD8	MYO5C	RPS6KA2	TMC5	
CFI	GALNT7	NAA40	S1PR3	TMEM133	
CHAC2	GATAD2A	NAV3	SAMHD1	TMEM177	
CHML	GBP1	NECAP1	SCEL	TMEM9B	
CHRNA5	GDA	NIPAL1	SGK223	TP53I3	
CLDN23	GGCX	NMI	SH3TC2	TPCN2	
CMAH	GPATCH2	NRP2	SLC16A5	TRAK2	
CNPY2	GPX8	NSD1	SLC1A1	TRIM45	
COL4A3	GXYLT1	OLAH	SLC35B4	TRIOBP	
COL4A4	HAS2	OR7E14P	SLC35C1	TRNT1	
COX7A1	HERC6	OR7E47P	SLC37A1	TSPAN12	

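Of 218 genes of Table IB with a probe set of their own here, 207 were lower in trMCF clone 11 than in MCF-10F and 206 were higher after 1 μM ATRA than in trMCF clone 11. At an adjusted p in limma, 157 fell in trMCF clone 11, 94 rose with ATRA and 90 did both, or 54 without trMCF clone 11 replicate 1. At a fold of 2 and an unadjusted p of 0.05, 159 did both at their brightest probe set, and 213 counting any probe set of the gene. FRMD3 fell by 4.46 on the log2 scale (standard error 0.30, adjusted p = 0.00631) and rose by 4.98 (adjusted p = 0.0129). NRP2, a semaphorin receptor, fell by 3.22 (adjusted p = 0.0244) and rose by 3.97 (adjusted p = 0.0245), and PSCA, a cell surface antigen, fell by 3.81 (adjusted p = 0.0174) and rose by 3.95 (adjusted p = 0.0245). The fall of NRP2 had an adjusted p of 0.0556 without trMCF clone 11 replicate 1. Of 168 genes at least 2-fold from MCF-10F in trMCF clone 11, 146 lay within 2-fold after ATRA, and against MCF-10F 1 was higher and 5 were lower at an adjusted p. FN1, which Table IB lists, had a change of 0.44 with ATRA at its brightest probe set (standard error 0.15, adjusted p = 0.198), and 1 of its other 6 probe sets rose, by 1.63 (adjusted p = 0.018). The study chose these genes on the same arrays, so the counts are not independent evidence.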

Genes downregulated in trMCF clone 11 that were upregulated after 10^−6^ M ATRA-treatment to similar levels found in the normal breast epithelial cells MCF-10F.

a Genes with binding sites for RARα or RARβ described by Hua *et al* (29).

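Of the genes marked as bound by RARα or RARβ, 15 have a probe set of their own here. In trMCF clone 11, 5 rose and 5 fell at an adjusted p in limma, with 1 μM ATRA 5 rose and 2 fell, and 6 passed in both comparisons. Without trMCF clone 11 replicate 1, 4 rose and 3 fell in trMCF clone 11, 1 rose and 3 fell at 1 μM, and 4 passed in both. CST6, cystatin E/M, fell by 1.99 on the log2 scale (standard error 0.15, adjusted p = 0.00751) and rose by 2.20 (adjusted p = 0.016). Of 13 at least 2-fold from MCF-10F in trMCF clone 11, 10 lay within 2-fold after ATRA. At 10 μM against the untreated clone 5 rose and 4 fell. The study chose these genes on the same arrays, so they are not independent evidence.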

**Table II.** Canonical pathways enriched with differentially expressed genes.

	

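By pathway, genes that Table II shows as reversed kept their direction here with few exceptions. For aryl hydrocarbon receptor signaling, all 7 reversed genes had the direction given in both comparisons, and 4 passed an adjusted p in limma for trMCF clone 11 and 2 for 1 μM ATRA. For RAR activation, 7 of 8 were measured and all 7 had the direction given, 5 and 3 of them at an adjusted p. For xenobiotic metabolism signaling, all 9 had the direction given, 7 and 5 at an adjusted p. For molecular mechanisms of cancer, 9 of 10 were measured, with 8 in the direction given for trMCF clone 11 and 9 for ATRA, 5 and 3 at an adjusted p. The 4 pathways had 2 and 1, 4 and 2, 6 and 2, and 4 and 0 at an adjusted p, in the same order, without trMCF clone 11 replicate 1. ALDH3A2, an aldehyde dehydrogenase, had changes of 1.01 in trMCF clone 11 (standard error 0.23, adjusted p = 0.081) and -1.20 with ATRA (adjusted p = 0.0706) at its brightest probe set. Its other 2 probe sets rose by 1.34 and 1.14 (adjusted p = 0.0221 and 0.0326) and fell by 1.10 and 1.14 (adjusted p = 0.0446 and 0.0456), the first also without that array and the second not (0.0541 and 0.0654). Among the other genes listed for ATRA, CCNE1, cyclin E1, rose by 1.66 (adjusted p = 0.0324). CCNE2 and E2F2 had changes of 2.94 (adjusted p = 0.0618) and 1.23 (adjusted p = 0.0511), and the other probe set of CCNE2 rose by 2.79 (adjusted p = 0.0363). Without trMCF clone 11 replicate 1, which leaves 1 array in that group, that other probe set lost the call and the brightest ones of CCNE2 and E2F2 gained it. The study chose the table's genes on the same arrays, which is not independent evidence of their direction.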

trMCF clone 11 vs. MCF-10F	ATRA trMCF clone 11 vs. trMCF clone 11
Aryl hydrocarbon receptor signaling	ALDH1A3↓, CCND1↓, TGFBR2↓, TGM2 ↓, TFDP1↓, ALDH3A2↑, CYP1B1↑	ALDH1A3↑, CCND1↑, TGFB2↑, TGM2↑,TFDP1↑, ALDH3A2↓, CYP1B1↓
	Other genes: CDKN1A↓, JUN↓ ALDH7A1↑, CSNK2A1↑, TGFB1↑, MAPK1↑, NFE2L2↑	Other genes: CCNE1↑, CCNE2↑, CDK6↑,DHFR↑, IL1B↑, IL6↑, NR2F1↑, NRIP1↑, POLA1↑ ALDH3B2↓, ARNT↓, NCOA3↓, HSPB2↓, ALDH6A1↓
RAR activation	ALDH1A3↓, DHRS9↓, NSD1↓, TGFB2↓, CSNK2A2↑, PIK3CD↑, PRMT2↑, PTEN↑	ALDH1A3↑, DHRS9↑, NSD1↑, TGFB2↑, CSNK2A2↓, PIK3CD↓, PRMT2↓, PTEN↓
	Other genes: JUN↓, NR2F2↓, RBP1↓, CSNK2A1↑, CSNK2A2↑, MAPK1↑, MAPK14↑, TGFB1↑, GNAS↑	Other genes: GTF2H2↑, IGFBP3↑, MAP2K1↑, MAPK13↑, NR2F1↑, NRIP1↑, RKAR2B↑, DH10↑, CITED2↓, PNRC1↓, PRKAR1A↓, SMARCD2↓
Xenobiotic metabolism signaling	ALDH1A3↓, HS3ST1↓, HS6ST2↓, PPP2R1B↓, ALDH3A2↑, CYP1B1↑, MAP2K5↑, PIK3CD↑, UGT1A1 (and others UGT)↑	ALDH1A3↑, HS3ST1↑, HS6ST2↑, PPP2R1B↑, ALDH3A2↓, CYP1B1↓, MAP2K5↓, PIK3CD↓, UGT1A1 (and others UGT)↓
	Other genes: CHST15↓, ALDH7A1↑, CAMK1D↑, HDAC4↑, MAPK1↑, MAPK14↑, MGMT↑, UGT8↑, NFE2L2↑	Other genes: ILIB↑, IL6↑, NRIP1↑, MAP2K1↑, MAPK13↑, ALDH3B2↓, ARNT↓, CAMK2D↓, CITED2↓, MAP3K8↓, PPP2R3A↓, ALDH6A1↓, MAP3K2↓
Molecular mechanisms of cancer	TGFB2↓, TGFBR2↓, CCND1↓, FZD8↓, PLCB4↓, RABIF↓, RHOF↓, GNA13↑, GNAI1↑, CD44↑	TGFB2↑, TGFBR2↑, CCND1↑, FZD8↑, PLCB4↑, RABIF↑, RHOF↑, GNA13↓, GNAI1↓, CD44↓
	Other genes: CDKN1A↓, CTNNB1↓, FYN↓, IRS1↓, JUN↓, SMAD4↓, TCF4↓, XIAP↓, PIK3CD↑, TCF3↑, TGFB1↑, GNAL↑, MAPK1↑, MAPK14↑	Other genes: APC↑, CCNE1↑, CCNE2↑, CDC25A↑, CDK6↑, CYCS↑, E2F2↑, MAP2K1↑, MAPK13↑, PRKAR2B↑, RAPGEF3↑, RBL1↑, TFDP1↑, ARHGEF10↓, FOXO1↓, HHAT↓, IRS1↓, NF1↓, PAK3↓, PIK3CD↓, PRKAR1A↓, RALGDS↓, RHOV↓

Genes downregulated (↓) or upregulated (↑) are shown. ATRA trMCF clone 11 refers to trMCF clone 11 treated with 10^−6^ M ATRA.

How the deposited data were processed for this re-analysis (not part of the article)

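RNA of 8 samples was measured on Affymetrix U133 Plus 2.0 arrays, 2 each for MCF-10F, trMCF clone 11, and trMCF clone 11 after 26 days in 1 μM or 10 μM ATRA. The authors summarised the probe intensities to 1 signal per probe set and array, and normalized these between arrays, before deposit. The values are intensities on a linear scale, with array medians of 47.9 and 48.0 (MCF-10F), 48.9 and 47.6 (trMCF clone 11), 47.4 and 47.7 (1 μM) and 48.2 and 48.0 (10 μM). The paper's Methods name MAS 5.0 with global scaling and Iterative Plier 16 in GeneSpring, and which of the 2 made these values is not given in the sources used here. The trimmed mean of each array was 221 to 233, and 21.5 to 23.7% of signals were under 16. Raw probe intensities were not used here, so background and detection calls could not be recomputed.

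Signals were taken as log2 values without further scaling. Of 54675 probe sets, 62 controls were left out and 54613 tested. Of these, 41091 name 1 gene, 1801 name several and 11721 are unnamed in the annotation used here; the last 2 kinds stay in counts of probe sets and enter no value of a gene. The 19775 genes are each given by the probe set with the highest mean level over all arrays. Groups were compared in limma 3.58.1 under R 4.3.3 (lmFit, eBayes, moderated t-statistics), with 1 mean per group and no covariate. The paper's 3 lists used 1 fit of 6 arrays, as the paper compared those groups, and the 10 μM dose a fit of all 8 arrays. The prior had 2.91 and 3.18 degrees of freedom beside 3 and 4 residual ones. The paper states a fold of 2 and a p of 0.05 and no adjustment, so list sizes are given at the unadjusted p and beside it at Benjamini-Hochberg adjusted p, while rose and fell are kept for genes with an adjusted p under 0.05. In simulated data with 200 changed probe sets, a fold of 2 and the unadjusted p recovered 94% of changes of 1.5 on the log2 scale and 100% of changes of 4, with 393 of 54413 unchanged probe sets called. At an adjusted p it recovered 42% and 90%, with 5 called. These rates hold for the noise of that simulation. In data with no change and noise from the difference between each group's 2 arrays, the opposite overlaps alone averaged 197.3 and 197.2 probe sets. False calls of list-1 and list-2 at the unadjusted p may therefore exceed 393.

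Distances between arrays are root mean square log2 differences, tested by an exact permutation test over all splits of 8 arrays into 4 pairs. Opposite overlaps were set against simulated data sets that share the trMCF clone 11 arrays and hold no change, with noise at the spread of each group. It was drawn from the moderated variances scaled to the group or from the difference between the group's 2 arrays at each probe set, 100 data sets each. Gene lists were written from general knowledge after reading the paper and before the values were seen; 30 were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Genes named in the text are those the paper names in its Results, Tables and Fig. 7, whose values were seen there first, the 10 largest rises and falls of each comparison with an adjusted p under 0.05 and arrays that do not overlap, and up to 4 members of a list with the smallest p. Figures were drawn with matplotlib 3.10.9 and tables read with pandas 2.3.3.

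Alternatives set before the data were examined were an adjusted p, all 8 arrays or only the 4 compared, quantile normalization, leaving out the dimmest 33% of probe sets, a trend and robust prior, the replicate number in the model, a floor of 16, probe sets without shared-target suffixes, a plain t-test, other distances, the mean over all probe sets of a gene, and each array left out in turn. Ingenuity pathway analysis, RAR binding data and the culture experiments of the paper were not analysed here.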

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

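The tests of trMCF clone 11 replicate 1, of dividing cells and of culture density in this part were chosen after the result was seen. The paper took the 1 μM dose for its lists, and the 10 μM arrays, which entered none of them, gave 2323 probe sets that changed against trMCF clone 11 at a fold of 2 and an adjusted p. Of the genes that trMCF clone 11 had lost, 75 were still lower than in MCF-10F after 1 μM ATRA, a set for which the paper gives no list. A set of 15 genes stood higher after 1 μM ATRA than in both MCF-10F and the untreated clone, led by NRAD1 at 5.02 above MCF-10F. Of 47 interferon response genes, a group the paper does not discuss, 12 fell in trMCF clone 11 at an adjusted p.

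With 1 μM ATRA, the 37 S-phase genes had a median change of 1.49 (2 rose at an adjusted p and 31 were higher adjusted over the list alone). The median was -1.24 for 41 growth-arrest genes (7 fell, 26 lower adjusted over the list alone) and -1.23 for 29 hypoxia genes (5 fell, 20 lower adjusted over the list alone). Each list had an adjusted p of 0.546 in camera with an estimated correlation. Without trMCF clone 11 replicate 1 the medians were 1.13, -1.03 and -1.39, so that array alone does not carry the shift. The 2 untreated arrays themselves differed by medians of -0.70, 0.26 and -0.19 (replicate 1 minus replicate 2, same order). After quantile normalization the S-phase median was 1.43, which argues against scaling between arrays. A larger share of dividing cells would raise G2/M genes as well, but the 35 measured had a median of -0.011 (SD 0.42 over genes). A denser culture or spent medium in the untreated clone could give the same shift, since hypoxia genes were also lower at 10 μM (median -1.23), and it cannot be told apart from ATRA because each group has its own cultures. An effect of ATRA on entry into S phase stays open as a hypothesis beside it and was not tested. The paper counted fewer structures in collagen with ATRA and proposes that the cells then proliferated less.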

How the results depend on the processing

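The leave-one-out distances, gene list tests and Table I values without trMCF clone 11 replicate 1 in this part were chosen after the data were seen. With 2 arrays in each group, the spread of single arrays limits every count, and an array left alone in its group is assumed to vary like the other groups. The 4229, 3699 and 1521 probe sets of list-1, list-2 and list-3, the 3892 changed at 10 μM against trMCF clone 11, the 32 that differed between doses and the opposite overlaps of 761 and 1298 stayed within 1.5 times of these counts after quantile normalization, without the dimmest 33% of probe sets, with a trend and robust prior, and, where run, with all 8 arrays or only the 4 arrays compared. At an adjusted p they were 1681, 811, 216, 2323, 0, 208 and 236. With a plain t-test list-1 and list-2 held 1413 and 1862, list-3 876, the 10 μM list 1856 and the overlaps 273 and 316. Probe sets without shared-target suffixes gave 2795 in list-1, 975 in list-3, 2584 at 10 μM, 20 between doses and 484 in the first overlap, as fewer were tested. Signals raised to a floor of 16 gave 18 between doses and 839 in the second overlap. Leaving out each array in turn, list-1 ranged from 3398 to 7062, list-2 from 2745 to 6325, list-3 from 1224 to 2083, the 10 μM list from 3396 to 6419, the doses from 13 to 51, and the overlaps from 592 to 1410 and from 801 to 3149, with the highest values of both from the fits without trMCF clone 11 replicate 2; the cause was not tested.

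The sources used here do not say whether replicate numbers pair the arrays, and they were not taken as pairs. Differences between replicates 1 and 2 correlated from -0.0562 to 0.351 between groups, and the ACTB 3' minus 5' difference was lower on replicate 1 in all 4 groups, which leaves a shared batch open. A replicate block gave 4383, 3861, 1604, 3949, 35, 785 and 1352 probe sets in the same order. With it 92 of the named gene changes passed an adjusted p against 107 in the main analysis, as 17 lost the call and 2 gained it.

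The distance of 1 μM ATRA arrays to trMCF clone 11 over that to MCF-10F, 1.26, was 1.62 by 1 minus the Pearson correlation, a measure on another scale, and ranged from 1.08 to 1.43 leaving out each array. Of the 30 gene lists in 5 comparisons, 45 tests passed an adjusted p with camera's preset correlation, 0 with an estimated correlation and 16 with fry. The estimated correlation of the fibroblast markers was 0.000985, under the preset 0.01. Their camera adjusted p in trMCF clone 11 still went from 0.000654 to 0.541. For that list a higher correlation is thus not what removed the call, and the cause was not tested. In the 3 comparisons that hold trMCF clone 11, 32 passed, and 39 without trMCF clone 11 replicate 1. The 90.0% of Table I genes within 2-fold of MCF-10F were 93.2% with the mean over all probe sets of a gene; the cause was not tested. Table IA and IB genes past the test in both comparisons, 84 and 90, became 51 and 54 without trMCF clone 11 replicate 1. With the trMCF clone 11 arrays split between the comparisons, which leaves 1 array on each side, the correlation of fold changes of -0.718 (no more negative than the -0.751 to -0.725 simulated from shared arrays and the spread of each group, so it does not speak for a return) became -0.394 and -0.430, and the covariance of -0.251 (lowest -0.0841 when simulated) became -0.163 and -0.178.

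Of 140 changes of named genes, 107 passed an adjusted p, and 59 to 113 did leaving out each array. Signs changed in trMCF clone 11 leaving out each array for NSD1 (-0.27 to 0.060, at 0.060 without MCF-10F replicate 1 and 0.029 without trMCF clone 11 replicate 2), PRMT2 (-0.025 to 0.63), STX6 (-0.075 to 0.45), PDCD5 (-0.22 to 0.071, at 0.016 without trMCF clone 11 replicate 1) and PARVA (-0.39 to 0.23, at 0.065 without trMCF clone 11 replicate 2), and for PARVA with ATRA (-0.20 to 0.087), none of them past the test. With the mean over all probe sets of a gene, signs changed in trMCF clone 11 for CD44 (0.66) and PDCD5 (0.77, past an adjusted p), and for PARVA with ATRA (0.41). Of the remaining changes 11 lost the call with that mean and 11 gained it, and the cause was not tested. Under quantile normalization 6 of the 140 changes no longer passed, and the others kept their sign and their side of the threshold.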

Differences from the paper's values

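At a fold of 2 and an unadjusted p of 0.05, list-1 held 4229 probe sets against the paper's 1409, with 1606 higher against the paper's 613 and 2623 lower against the paper's 796. Of the alternatives set before the data were examined, an adjusted p (1681, 709 and 972) and a plain t-test (1413, 616 and 797) came within 1.5 times of all 3 of the paper's counts, and no other did for any of them.

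List-2 held 3699 probe sets against the paper's 1859, with 2318 higher against the paper's 1053 and 1381 lower against the paper's 806. A plain t-test (1862, 1054 and 808) came within 1.5 times of all 3. Within 1.5 times of the total and of the lower count, but not of the higher count, were a floor of 16 (2658 and 1034), probe sets without shared-target suffixes (2472 and 879) and the fit without 1 μM ATRA replicate 2 (2745 and 1089). The fit without 1 μM ATRA replicate 1 was so for the lower count (1155), and no other alternative was.

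List-3 held 1521 probe sets against the paper's 870, with 500 higher against the paper's 308 and 1021 lower against the paper's 562. Within 1.5 times of all 3 were a plain t-test (876, 309 and 567), a floor of 16 (1080, 373 and 707), probe sets without shared-target suffixes (975, 317 and 658) and the fits without 1 μM ATRA replicate 1 (1297, 461 and 836) or 2 (1224, 410 and 814). Leaving out the dimmest 33% of probe sets was so for the lower count (841), and the other alternatives for none.

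Probe sets higher in list-1 and lower in list-2 numbered 761 of 460 genes, against the paper's 271 of the paper's 207 genes, and those lower and then higher 1298 of 850 genes, against the paper's 316 of the paper's 236. An adjusted p (208 of 151 and 236 of 163 genes) and a plain t-test (273 of 196 and 316 of 222 genes) came within 1.5 times, and the other alternatives did not. Over list-1, list-2, list-3 and these overlaps, the plain t-test alone came within 1.5 times of every count. It gave 1413, 1862 and 876 probe sets against the paper's 1409, 1859 and 870. An adjusted p missed list-2 (811) and list-3 (216). The paper names limma's moderated test, which gave larger counts here, and the reason was not tested.

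The paper names CD44 among genes raised in trMCF clone 11, and its brightest probe set changed by -0.44 there (adjusted p = 0.164). Of its other 12 probe sets, 10 were higher there and lower with ATRA in sign, and 2 of these rose at an adjusted p. The mean over its probe sets changed by 0.66. The fit without trMCF clone 11 replicate 1 leaves 1 array in that group. In it these rises and some falls with ATRA lost the call, and other CD44 probe sets gained one. FN1 stands in Table IB, and its brightest probe set had a change of 0.44 with ATRA (adjusted p = 0.198), with 1 other probe set that rose by 1.63. Fig. 7 draws PDCD5 as raised in trMCF clone 11, where its brightest probe set changed by -0.074 (adjusted p = 0.859) and its other probe set rose by 1.61 (adjusted p = 0.0214). PARVA, drawn there as lowered and then raised, changed by -0.077 and -0.054 at its brightest probe set, and another of its probe sets by -1.45 and 1.07. MGP and TIMP3, drawn as returning, stood 1.73 (adjusted p = 0.299) and 2.13 (adjusted p = 0.0409) above MCF-10F after ATRA. The other probe set of MGP, at a mean log2 level of 4.06, had changes of 2.61 and -2.19 (adjusted p = 0.166 and 0.251). It then stood 0.42 above MCF-10F (adjusted p = 0.966). Those of TIMP3 stood 1.35 to 2.09 above it (adjusted p = 0.253 to 0.328). IFNAR1 is listed in both parts of Table I, and the aryl hydrocarbon receptor entries of Table II name TGFBR2 for trMCF clone 11 and TGFB2 for ATRA.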

Other observations

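All tests of the last 2 patterns in this part were chosen after the result was seen, and the gene lists before. KRT13, a keratin of nonkeratinizing epithelia, rose by 2.75 at 1 μM (adjusted p = 0.016), KRT80 by 2.43 (adjusted p = 0.016) and KRT4 by 1.57 (adjusted p = 0.0281), while KRT16, a keratin of activated keratinocytes, fell by 3.61 on the log2 scale (adjusted p = 0.0281). Of 41 genes of squamous differentiation, 4 rose and 2 fell (6 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.719). Of 21 basal and myoepithelial genes, 1 fell and none rose (5 lower adjusted over the list alone; camera adjusted p = 0.00587, adjusted p = 0.641 with an estimated correlation). Of 18 glucocorticoid response genes, 3 fell and none rose (8 lower and 2 higher adjusted over the list alone; camera adjusted p = 9.74e-05, adjusted p = 0.546 with an estimated correlation), with STOM at -3.01 (adjusted p = 0.041). The stress gene DDIT3 rose by 1.92 in trMCF clone 11 (adjusted p = 0.00788) and fell by 1.26 with ATRA (adjusted p = 0.029).

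Single genes of lipid synthesis and of the p53 response fell in trMCF clone 11. Of 25 genes of cholesterol and fatty acid synthesis, 4 fell and none rose, or 2 without trMCF clone 11 replicate 1 (11 lower adjusted over the list alone; camera adjusted p = 4.67e-06, adjusted p = 0.541 with an estimated correlation), among them EBP at -1.72 (adjusted p = 0.025). Of 23 p53 targets, 5 fell and none rose, or 2 without that array (8 lower adjusted over the list alone; camera adjusted p = 9.31e-05, adjusted p = 0.541 with an estimated correlation), among them TP53I3 at -3.44 (adjusted p = 0.00873). Of 14 fibroblast markers, 4 fell and none rose (6 lower adjusted over the list alone; camera adjusted p = 0.000654, adjusted p = 0.541 with an estimated correlation), with COL1A2 at -2.56 (adjusted p = 0.00486) and FAP at -2.13 (adjusted p = 0.0138). At 10 μM, 18 interferon response genes rose and 1 fell against trMCF clone 11, and 19 S-phase genes rose and none fell, or 13 without trMCF clone 11 replicate 1. Of the 11 changes of single genes in these 2 paragraphs, 9 kept an adjusted p under 0.05 in limma without trMCF clone 11 replicate 1.

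The 2 trMCF clone 11 arrays stood 0.568 apart on the log2 scale, against 0.440 in MCF-10F, with 1081 probe sets over 2-fold higher and 3129 over 2-fold lower on replicate 1. The ACTB 3' minus 5' control difference on replicate 1 was 2.51, within the range of the other 7 arrays (2.48 to 3.11), which argues against degraded RNA on it. The 10 genes with a bright signal in MCF-10F and at least 16-fold dimmer on replicate 1 stood at a median of 3.36% of the MCF-10F signal on replicate 2, which argues against MCF-10F RNA mixed into it. The labels tag replicate 1 as normal, against its title. It lay 0.770 or more from each MCF-10F array and 0.568 from replicate 2, which argues against MCF-10F cells in its place. Replicate 2 lay 0.678 and 0.549 from the MCF-10F arrays and 0.546 and 0.557 from the 1 μM arrays. It was thus nearer to some arrays of other groups than to replicate 1. The S-phase genes differed between the 2 arrays by a median of -0.70 (replicate 1 minus replicate 2). The sources used here name no dose or treatment that separates these arrays, and do not say whether either holds cells given DMSO. No biological explanation was therefore tested, and another mix-up stays open.

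Opposite changes in list-1 and list-2 could come from the trMCF clone 11 arrays that both comparisons share, since a chance high value there raises one and lowers the other. The covariance of the fold changes was -0.251, more negative than in any simulated data set with shared arrays, no change and each group at its own spread (lowest -0.0841). With list-1 taken from trMCF clone 11 array 2 and list-2 from array 1, so that nothing of that clone is shared, it was still -0.178, which argues against replicate 1 alone as the source. A return toward MCF-10F under ATRA stays open as the hypothesis, found and tested on the same arrays.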
